# Altered expression of genes regulating inflammation and synaptogenesis during regrowth of afferent neurons to cochlear hair cells

**DOI:** 10.1371/journal.pone.0238578

**Published:** 2020-10-01

**Authors:** Chen-Chi Wu, Aurore Brugeaud, Richard Seist, Hsiao-Chun Lin, Wei-Hsi Yeh, Marco Petrillo, Giovanni Coppola, Albert S. B. Edge, Konstantina M. Stankovic

## Abstract

The spiral ganglion neurons constitute the primary connection between auditory hair cells and the brain. The spiral ganglion afferent fibers and their synapse with hair cells do not regenerate to any significant degree in adult mammalian ears after damage. We have investigated gene expression changes after kainate-induced disruption of the synapses in a neonatal cochlear explant model in which peripheral fibers and the afferent synapse do regenerate. We compared gene expression early after damage, during regeneration of the fibers and synapses, and after completion of *in vitro* regeneration. These analyses revealed a total of 2.5% differentially regulated transcripts (588 out of 24,000) based on a threshold of p<0.005. Inflammatory response genes as well as genes involved in regeneration of neural circuits were upregulated in the spiral ganglion neurons and organ of Corti, where the hair cells reside. Prominent genes upregulated at several time points included genes with roles in neurogenesis (*Elavl4* and *Sox21*), neural outgrowth (*Ntrk3* and *Ppp1r1c*), axonal guidance (*Rgmb* and *Sema7a*), synaptogenesis (*Nlgn2* and *Psd2*), and synaptic vesicular function (*Syt8* and *Syn1*). Immunohistochemical and in situ hybridization analysis of genes that had not previously been described in the cochlea confirmed their cochlear expression. The time course of expression of these genes suggests that kainate treatment resulted in a two-phase response in spiral ganglion neurons: an acute response consistent with inflammation, followed by an upregulation of neural regeneration genes. Identification of the genes activated during regeneration of these fibers suggests candidates that could be targeted to enhance regeneration in adult ears.

## Introduction

Regeneration of auditory neurons and their peripheral fibers would be clinically significant because auditory nerve and hair cell synaptic dysfunction often accompanies hearing loss. The primary afferent neurons of the auditory system are postsynaptic to sensory hair cells. The inability of peripheral fibers in the auditory system to undergo synaptogenesis in the adult is thought to be a significant cause of sensorineural hearing loss. Retraction of fibers is normally followed by neural degeneration, in which neurons are lost after the fibers retract beyond the non-myelinated region to the spiral ganglion neuron cell bodies in Rosenthal’s canal [1–3]. The loss of synapses in noise-induced models of hearing loss is rapid and is not reversible [4]. Peripheral fiber retraction has been suggested to be reversible in rats after similar damage [5], but quantitative studies of the fate of spiral ganglion neurons after noise-induced loss of terminals showed no evidence for synaptic recovery in mature animals [1]. This is the only peripheral nerve that has no ability to regenerate.

An exception to the lack of regeneration occurs in neonatal ears, in models in which the spiral ganglion fibers regrow to the hair cells and form new ribbon synapses *in vitro*. This has been demonstrated by the addition of spiral ganglion neurons to cultures of the “de-afferented” organ of Corti in which the spiral ganglion neurons have been cut or poisoned. In these models, we have shown that the synapses are reformed [6]. We have also shown that inhibition of guidance molecules such as repulsive guidance molecule a (RGMa) [7] and neurotrophins [6] promotes new synapses with hair cells, whereas a lack of glutamate at the synapse decreases afferent synaptogenesis [6]. In this paper, we use a model of glutamate-toxicity *ex vivo* in which the glutamatergic hair cells and the afferent neurons are bathed in kainate. Kainate, a neuroexcitatory glutamate analogue that activates glutamate receptors, is used to model glutamate excitotoxicity *in vivo* [8] and *in vitro* [9]. Glutamate is an excitatory neurotransmitter at the synapse between the hair cells and auditory nerve fibers [10, 11]. Excessive glutamate or its analogues damage neurons expressing glutamate receptors. In the inner ear, excitotoxicity has been implicated in noise-induced [12, 13] and age-related [14] hearing loss, and other cochlear pathologies that are related to ischemic or anoxic events [15]. In the model we used in this study, derived from a newborn animal, the fibers regrow and form synapses with hair cells. We quantified the extent of reinnervation to approximately 60–70% (Fig 1D). Comparison to *in vivo* models of glutamate toxicity, including noise damage, would suggest that the primary damage occurs at the postsynaptic site. Hair cells may also be affected in noise damage and the lesion may be more complex. Mouse neonatal cochleae on postnatal day 4, the age of dissection, are at a late developmental stage at which hair cell innervation is refined with neurite retraction and synapse pruning, before the onset of hearing around P10 [16, 17]. The purpose of this study is to better understand the genes involved in regeneration in the newborn for comparison to the adult. Genes that are no longer expressed in the adult may account for the loss of regenerative capacity, and the molecular mechanisms underlying the neuronal regeneration remain unclear. The current study begins to characterize the mechanism of neuronal regeneration by bioinformatic analysis of differentially expressed genes.

**Fig 1:**
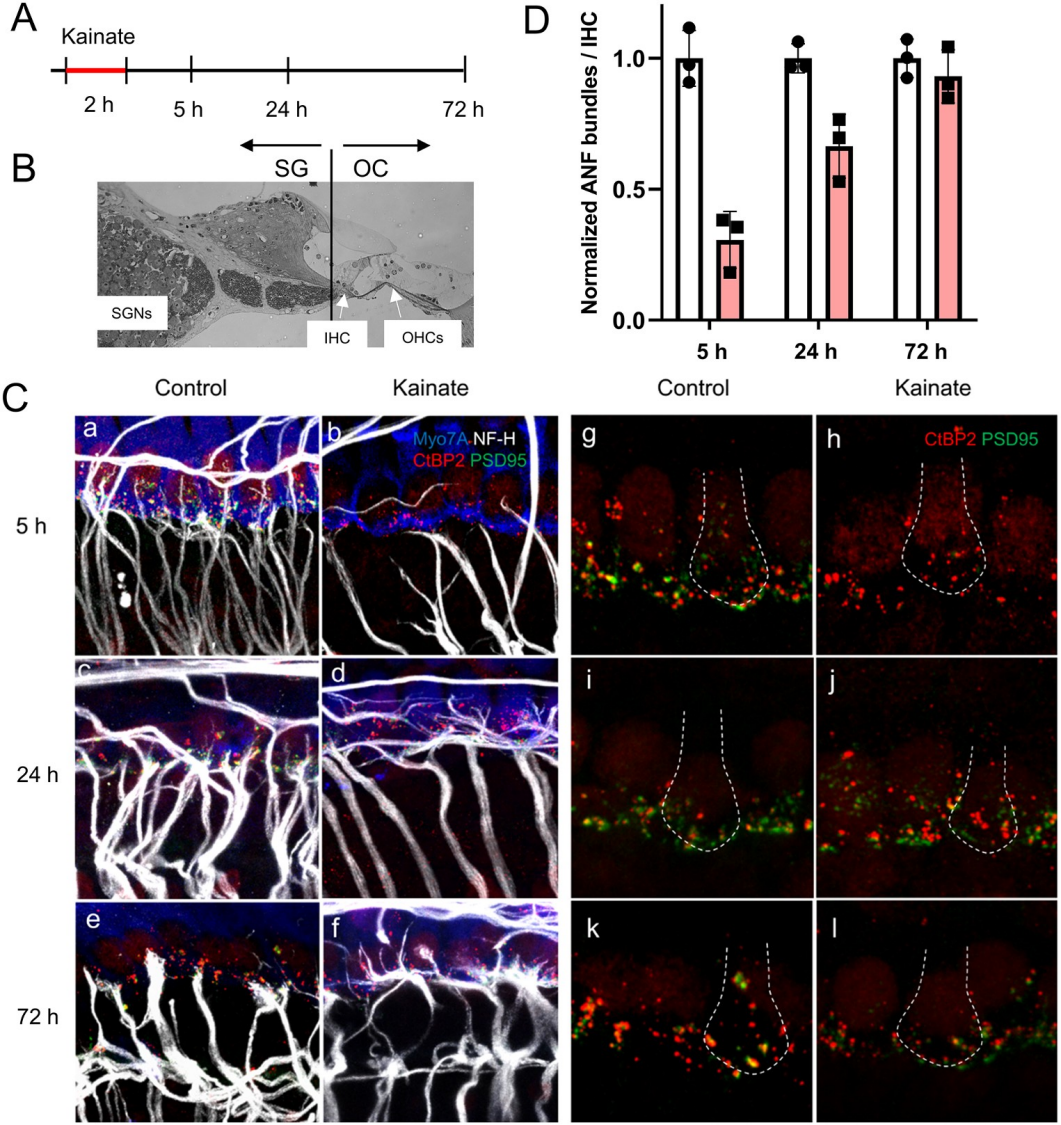
Synaptic regeneration in cochlear explants after kainate treatment. (A) Timeline of experimental procedure. (B) A cochlear cross section showing the plane of microdissection separating the spiral ganglion (SG) fraction from the Organ of Corti (OC) fraction. (C) The afferent nerve fibers of spiral ganglion neurons, seen with immunostaining for neurofilament (in white), have synapses with hair cells, as revealed by immunostaining for PSD-95 (in green) and CtBP2 (in red) under each hair cell, stained with Myo7A (in blue), after 5 h in culture (Control). Treatment of the mouse cochlea with kainate for 2 hours resulted in massive loss of the peripheral processes and post-synaptic densities of spiral ganglion neurons by 5 h (Kainate). By 24 h, the peripheral processes had grown and formed synapses (characterized by juxtaposition of CtBP2 and PSD-95 immunostaining) with hair cells (Kainate). At 72 h, there was fiber loss in both the control and treated (Kainate) cultures. Panels a-f highlight auditory nerve fibers. Panels g-l highlight synapses; the white dotted line in each panel outlines a hair cell. Scale bars 20 μm. (D) Quantification of auditory nerve fiber (ANF) bundles per inner hair cell after kainate treatment (red bars) normalized to untreated samples (white bars) at the same time point. Data are presented as means ± SD per group. N = 3 explants per group.

## Materials and methods

All experimental procedures were approved by the Institutional Animal Care and Use Committee of Massachusetts Eye and Ear and conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals.

### Cochlear explants and kainate treatment

Cochleae were dissected using sterile conditions under a Zeiss Stemi 2000 dissection microscope. Organotypic explant cultures were prepared from the cochleae of 3 to 5 day old postnatal C57BL/6 mice [18, 19]. The heads were bisected mid-sagittally, the cochleae were removed and placed in ice cold Hank’s balanced salt solution (HBSS) (Invitrogen). Cochlear explants, containing the organ of Corti and spiral ganglion neurons, were gently freed from the otic capsule and spiral ligament. The explants were transferred using a wide-mouth pipette containing a small amount of HBSS from the dissection dish into a 4-well dish (Greiner Labortechnik) coated with fibronectin (BD Bioscience). The tissue was oriented so that the apical surfaces of the hair cells were pointing up and the basilar membrane was directed toward the fibronectin substrate. Excess medium was removed by aspiration. The explanted tissue was allowed to attach to the fibronectin substrate for 12–24 h in a 37°C incubator with 5% CO_2_ in a minimum volume of HBSS while avoiding drying of the tissue. Dulbecco’s modified Eagle’s medium (DMEM; Invitrogen) and F12 (100 μL, mixed 1:1; Invitrogen), supplemented with N2, B27 (both from Invitrogen), and ampicillin (50 μg/mL), was deposited gently at the side of the tissue.

To induce excitotoxicity, explants from 12 animals were supplemented with kainate (Sigma, Saint Louis, MO, cat. #K2389) for 2 h at a concentration of 0.4 mM [9]. Twelve different explants received no treatment and served as controls. Both the treated and control explants were divided into 3 subgroups (n = 4 for each), and the subgroups were cultured for 5, 24, and 72 h, respectively. At each time point, the cultured explants were dissected into the spiral ganglion (SG) and the remaining organ of Corti (OC), and were separately subjected to RNA extraction.

### Extraction of total RNA and cDNA synthesis

Total RNA was purified from the tissue using RNeasy spin-columns (Qiagen) according to the manufacturer’s protocol [20]. Specifically, Trizol was used first, followed by chloroform, collection of the aqueous phase, addition of an equal volume of isopropanol, and application of this mixture to RNeasy spin-columns. The RNA quantity and quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies) and RNA Pico Kit (Agilent Technologies); samples with RNA integrity number of at least 7, with 10 being the purest, were used for further analysis. Total RNA that appeared clean and undegraded, based on the Bioanalyzer’s electropherograms, was reverse transcribed with Taqman Reverse Transcription Reagents kit (Applied Biosystems). On average, RNA from 3.2 tissue samples (range: 2–4) in each time-specific subgroup met our quality criteria, and was reverse transcribed to cDNA for microarray analysis or qPCR.

### Microarray transcript analysis

Comparative microarray analysis was performed using MouseRef8 v1.1 Expression BeadChip Illumina Arrays, as described previously [21]. The data have been deposited in GEO under accession number GSE130495. Each of these arrays has >24,000 mouse targets based on the NCBI mouse Reference Sequence Database, including 16,287 constitutive exons/islands based on the splice variants in the mouse transcriptome (Molecular Signature Database; MouSDB3) and NCBI LocusLink databases. Illumina arrays provide a detection p-value (0 = max confidence in a gene being detected) for each of the probes. If using 0 as a threshold to call a gene present, 11,991/25,697 (47%) probes are called present in at least one sample in the organ of Corti, and 12,165/25,697 (47%) in the spiral ganglion tissue. 

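SG and OC shared most of the transcripts that were called present. At a detection p of 0 on at least 1 of the 19 arrays of each tissue, 12165 of 25697 probes (47.3%) were present in SG and 11991 (46.7%) in OC. Of these, 11339 were present in both tissues, 826 in SG alone and 652 in OC alone. With a detection p under 0.01 in place of 0, 13781 probes (53.6%) were present in SG and 13477 (52.4%) in OC. A single array detected between 10043 and 12171 probes at a detection p under 0.01, with a median of 11180.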

Differentially expressed genes were classified according to their gene ontology (http://www.geneontology.org/) [22], using DAVID Bioinformatics online tools (Database for Annotation, Visualization and Integrated Discovery; http://david.abcc.ncifcrf.gov/) [23]. Cellular pathway association was analyzed according to the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/) and pathway maps according to BioCarta (http://www.biocarta.com/genes/index.asp).

### Ingenuity pathway analysis

Pathway and global functional analyses were performed using Ingenuity Pathway Analysis (Ingenuity Systems, www.ingenuity.com) on July 20, 2014. A data set containing gene identifiers and corresponding expression values was mapped using the Ingenuity Pathways Knowledge Base. This database identifies biological functions as well as the well-characterized, canonical pathways most significant to the data set. Genes from the data sets associated with biological functions or with a canonical pathway in the database that met the p-value cutoff of 0.005 were used to build the networks as described below. Fisher’s exact test was used to calculate a p-value determining the probability that each biological function and/or canonical pathway assigned to this data set was not due to chance alone.

### Network analysis of differentially expressed genes

The accession number and the normalized ratio for each gene whose expression was significantly changed were analyzed using the Ingenuity System Database, including the Ingenuity Knowledge Base and the Global Molecular Network. These databases integrate millions of published findings on biologically meaningful genetic or molecular gene/gene product interactions from all available species, tissue and cell lines, and identify functionally related gene networks. We considered both direct interactions, which require that two molecules make direct physical contact with each other, and indirect interactions, which involve an intermediate. Pathway analysis allows the maximal number of molecules per network to be selected as 35, 70 or 140; we chose 35 to facilitate visual tractability of the networks. The system computes a score for each network according to the fit of the set of the supplied focus genes. The scores indicate the likelihood that the associations forming the network are due to chance alone. A score of >2 indicates a ≥ 99% confidence that a network with focus genes was not generated by chance. According to the degree of interconnectedness among the molecules, a higher or lower network score is assigned; the higher the score the more significant the network. To focus on very highly significant networks, we selected only networks with a score of 10 or higher for further analysis. Focus genes were denoted with red symbols if upregulated, and with green symbols if downregulated. Grey and open symbols are intermediate molecules. Symbols representing the functional categories of the molecules are listed in the legend of each figure.

### Validation of the genes of interest

Genes of interest revealed by microarray analyses were validated both at the RNA level, using the on-line Shared Harvard Inner-Ear Laboratory Database (https://shield.hms.harvard.edu/), the Auditory and Vestibular Gene Expression Database (http://goodrich.med.harvard.edu/resources/resources_microarray.htm) databases [24], or RNAscope, and at the protein level using immunofluorescence staining.

### Multiplex fluorescence *in situ* RNA detection

Cochleae of neonatal day 4 mice were fixed in 4% paraformaldehyde (PFA), immersed in 10% sucrose, 20% sucrose, 30% sucrose, embedded in OCT compound, cryosectioned into 12 μm thick sections and stored at -80°C. In situ detection of *Nlgn2* and *Ntrk3* was performed using commercially available RNA scope Fluorescent Multiplex Detection Reagents from Advanced Cell Diagnostics [ACD], Newark, CA following protocols recommended by the manufacturer. Each set of probes contains a tag that enables visualization of the target transcript in a specific color channel. Specifically, fixed frozen cochlear sections were post-fixed for 40 min with 4% paraformaldehyde, soaked in PBS twice for 5 min each, soaked for a few seconds in distilled water, then rinsed 3 times in 100% ethanol and air dried. Slides were pretreated to complete protease digestion using Protease III & IV Reagents (cat#322340; ACD) in HybEx oven at 40°C for 50 min with multiple washes. The probe was applied for 2 h at 40°C in HybEx oven. After washes with wash buffer, 4 amplification steps followed. Nuclei were visualized using DAPI and specimen coverslipped.

### Immunofluorescence

Inner ears were dissected out of the temporal bone and fixed in 4% paraformaldehyde for 20 min (neonatal) or 2h (adult). Cochleae from 8-weeks old mice were decalcified in 0.12M EDTA for 72 h, embedded in paraffin and sectioned. Paraffin-embedded tissue sections were mounted on silane-coated glass slides, deparaffinized in xylene and rehydrated in ethanol. After antigen heat retrieval (Dako S1700, 30 min at 95°C), the slides were incubated overnight at room temperature with primary antibodies in PBS and Tween (PBST): mouse anti-ELAV-like protein 4, 1:50 (sc-48421, Santa Cruz) and rabbit anti-synapsin I, 1:50 (Abcam) [25, 26]. Slides were washed and incubated for 1 h at room temperature with the appropriate secondary antibodies at a 1:200 dilution in PBST. After incubation, the slides were washed with PBST and mounted with the VECTASHIELD mounting medium (Vector Labs, CA) at room temperature. Images were obtained by epifluorescence microscopy (Axioskop 2 Mot Axiocam, Zeiss, Germany). Control slides, with the primary antibodies omitted, were processed in parallel. Whole mounts of the organ of Corti were prepared on neonatal day 4, blocked with 5% normal horse serum (NHS) and 0.3% Triton X-100 (TX-100) in PBS for 1 h at room temperature, and immunostained overnight at room temperature with the following primary antibodies diluted in 1% normal horse serum with 0.3% TX: mouse anti-ELAV-like protein 4 at 1:10000 (sc-48421, Santa Cruz), rabbit anti-synapsin I at 1:500 (Abcam, ab64581), rabbit anti-myosin 7A at 1:500 (#25–6790 Proteus Biosciences) or mouse anti-myosin 7A at 1:10 (Developmental Studies Hybridoma Bank, IA, 138–1) to label hair cells, chicken anti-NF-H at 1:2500 (Millipore; #AB5539) to label neurites, mouse (IgG1) anti-CtBP2 (C-terminal Binding Protein) at 1:1000 (#612044, BD Transduction Labs) to label pre-synaptic ribbons and mouse (IgG2a) anti-PSD95 (post-synaptic density 95) at 1:1000 (#75–028, Neuromab) to label post-synaptic patches. After washing in PBS three times, cochlear pieces were incubated in species-appropriate secondary antibodies (Pacific blue-conjugated chicken anti-rabbit, Alexa Fluor 488-conjugated anti-rabbit, Alexa Fluor 488-conjugated anti-mouse (IgG2a), Alexa Fluor 568-conjugated anti-chicken, Alexa Fluor 569-conjugated anti-mouse (IgG1), Alexa Fluor 647-conjugated anti-mouse, Alexa Fluor 647-conjugated anti-rabbit (Life Technologies)). After incubation for 1 ½ h at room temperature, nuclei were labeled with Hoechst 33342 (1: 10 000, Invitrogen), specimen washed thrice in PBS and mounted with VECTASHIELD mounting medium (Vector Labs, CA). Specimens were imaged with a Leica SP8 confocal microscope. As a negative control, primary antibodies were omitted from the staining protocol. This resulted in no specific signal. As a positive control, immunostaining using unrelated primary antibodies gave rise to different specific patterns of positive cells than what we observed in the current study. To quantify auditory nerve fiber bundles (ANF) per inner hair cell (IHC), IHCs stained with Myo7A and ANF bundles stained with NF-H were manually counted per 100 μm. ANF-bundles were counted and assessed approximately 10 μm modiolar to IHCs.

### Statistics

Statistical significance was assessed using a one-way or two-way ANOVA, followed by Bonferroni post hoc multiple comparison test as implemented with the Statistics Toolbox Software MATLAB, Version 6.1 (R2007b), MathWorks (http://www.mathworks.com/help/toolbox/stats/rn/brasjn_.html).

## Results

### Synaptic regeneration after kainate treatment of cochlear explants

The terminal processes of spiral ganglion neurons on hair cells are lost after kainate exposure due to excitotoxic lesioning of the synapses in the cochlea, but regenerate over the next 72 h [9]. The time course of the model as described in the rat was reproduced in mouse ears (Fig 1). Damage was extensive at 5 h and reinnervation of hair cells by the peripheral processes of the neurons and the formation of PSD-95 and CtBP2-positive synapses was apparent at 24 h. Growth was complete before 72 h, as the processes did not produce further reinnervation at this time point, and the peripheral processes were reduced in number in both the kainate-treated and control samples, suggesting some deleterious effect of the prolonged culture.

The RNA prepared from these samples was divided into the spiral ganglion (SG) and the organ of Corti (OC). RNA was isolated from each element at time points representing damage (5 h), ongoing regeneration (24 h), and completion of regeneration (72 h).

### Internal validity of the microarray data

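Kainate activates a class of glutamate receptors on the endings of the auditory neurons, and cochlear explants of newborn mice were exposed to it at 0.4 mM for 2 h, while control explants were not. The SG fraction holds the cell bodies of the neurons with their glia, and the OC fraction holds the hair cells and supporting cells. Expression was measured on 38 arrays in 12 groups. In SG there were 4 kainate and 4 control arrays at 5 h, 3 and 2 at 24 h, and 3 and 3 at 72 h. In OC there were 4 kainate and 3 control arrays at 5 h, 2 and 4 at 24 h, and 3 and 3 at 72 h. The colour bar of Fig 2 gives 5 array batches of 7 or 8 arrays. The values are the authors' log2 signals, quantile normalized between arrays, and all 25697 probes were tested, of which 23978 carry a gene symbol. The kainate effect in each tissue at each time is the difference of the group means in limma, fitted over all arrays, with the threshold of an unadjusted p under 0.005 that the paper uses. At that threshold chance alone gives 128 probes per comparison, so p-values adjusted by the Benjamini-Hochberg method over all probes are given as well. This chance level holds for independent arrays. Kainate and control arrays of one replicate number were correlated at 5 h, which can lower the counts. A count below 128 therefore does not show that kainate had no effect. For groups of genes, 24 lists written before the data were examined were tested with camera at a preset correlation between genes of 0.01. The number of arrays, as few as 2 in a group, limits the precision of each value.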

The heat-map of the samples assayed by microarrays is shown in Fig 2. 

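Among 9 lists of cell type markers, those of hair cells and supporting cells differed most between the fractions, with medians of -1.00 and -0.58. Otof, needed for transmitter release at the hair cell ribbon synapse, had a log2 signal of 8.36 ± 0.67 (SD, n = 9 arrays) in SG control explants and 11.43 ± 0.33 (SD, n = 10) in OC control explants. Cabp2, a calcium sensor of the same synapse, was lower in SG by a log2 difference of -2.24, and Chrna9, the hair cell acetylcholine receptor subunit, by -1.73. Of 21 hair cell markers, 17 were higher in OC, 1 was higher in SG and 3 did not pass an adjusted p under 0.05 (17 and 2 when adjusted over the list alone). Of 19 supporting cell and epithelium markers, 13 were higher in OC (14 when adjusted over the list alone), among them Fgfr3 with a log2 difference of -1.45, while Otoa was higher in SG by 2.01. Neuron markers were divided. Gap43, a growth cone protein, and the RNA-binding protein gene Elavl3 were higher in SG by 1.61 and 1.07, and 15 of 28 were higher there (15 when adjusted over the list alone), but 6 were higher in OC (7 when adjusted over the list alone), with Uchl1 at -1.47 and Isl1 at -1.31. SG also held more of the fibroblast collagen Col3a1, by 2.10, and of the leukocyte antigen Cd53, by 0.93. In control explants 5947 probes differed between the fractions, 2863 higher in SG and 3084 higher in OC. Over the 1000 most variable probes the mean Pearson r was 0.867 between arrays of the same tissue and 0.535 between tissues (one-sided permutation test within time points, p = 1e-05, the smallest that 1e+05 permutations can give).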

The spiral ganglion samples were separate from the organ of Corti samples as a coherent group. Moreover, tissue samples obtained at the same time points after kainate treatment clustered together. 

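Neuronal transcripts fell with time in culture, in control explants as in treated ones. The mean log2 signal of 28 neuron markers in SG control explants was 10.12 ± 0.10 (SD, n = 4) at 5 h, 9.31 ± 0.09 (SD, n = 2) at 24 h and 9.10 ± 0.07 (SD, n = 3) at 72 h, and after kainate it was 9.88 ± 0.19 (SD, n = 4), 9.49 ± 0.15 (SD, n = 3) and 9.02 ± 0.11 (SD, n = 3). Arrays of the same tissue had a mean Pearson r of 0.930 when taken at the same time and of 0.840 when taken at different times (one-sided permutation test within tissues, p = 1e-05, the smallest possible). Kainate set the arrays apart less. At the same tissue and time, pairs of arrays with the same treatment had a mean r of 0.927 and pairs with different treatment a mean r of 0.932 (one-sided permutation test, p = 0.888), but the latter include 15 pairs of one replicate number, whose mean r was 0.964. Without these the mean r between treatments was 0.921 (one-sided exact permutation test over all 32768 swaps of the labels within numbers, p = 0.299). At 5 h alone it was 0.930, against 0.934 for the same treatment (exact permutation test over 128 swaps, p = 0.0469). These swaps moved SG and OC labels independently, though SG and OC arrays of one number were taken to come from the same explants. The p at 5 h therefore counts explants more than once and does not establish a separation by treatment. The comparison without pairs of one number was chosen after the results were seen.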

Clustering based on inter-array Pearson correlation coefficient indicated no batch effects.

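The 5 batches in the colour bar of Fig 2 each hold between 6 and 8 of the 12 groups, so array batch can be compared within a group of tissue and time. Pairs of arrays of the same tissue and time had a mean Pearson r of 0.950 when they shared a batch, over 16 pairs, and of 0.926 when they did not, over 88 pairs (one-sided permutation test of the batch labels within tissue and time, p = 0.00098). Of the 16 pairs, 8 are also kainate and control arrays of one replicate number, against 7 of the 88. Without pairs of one number the mean r was 0.937 within a batch and 0.923 between batches (permutation test that keeps arrays of one number together, p = 0.223), so an effect of batch is not set apart from that of the number. This test was chosen after the results were seen. In SG at 24 h the kainate arrays lie in the black and blue batches and the control arrays in the purple and green batches, so no batch holds both. In SG at 5 h, kainate and control arrays share the purple batch, with 1 of each, and the green batch, with 1 kainate and 3 control arrays. Each value within a batch rests on 1 kainate array. With batch as a fixed block in limma, 123 probes in SG at 5 h, 310 at 24 h and 97 at 72 h passed an unadjusted p under 0.005, and 56, 96 and 85 in OC.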

**Fig 2:**
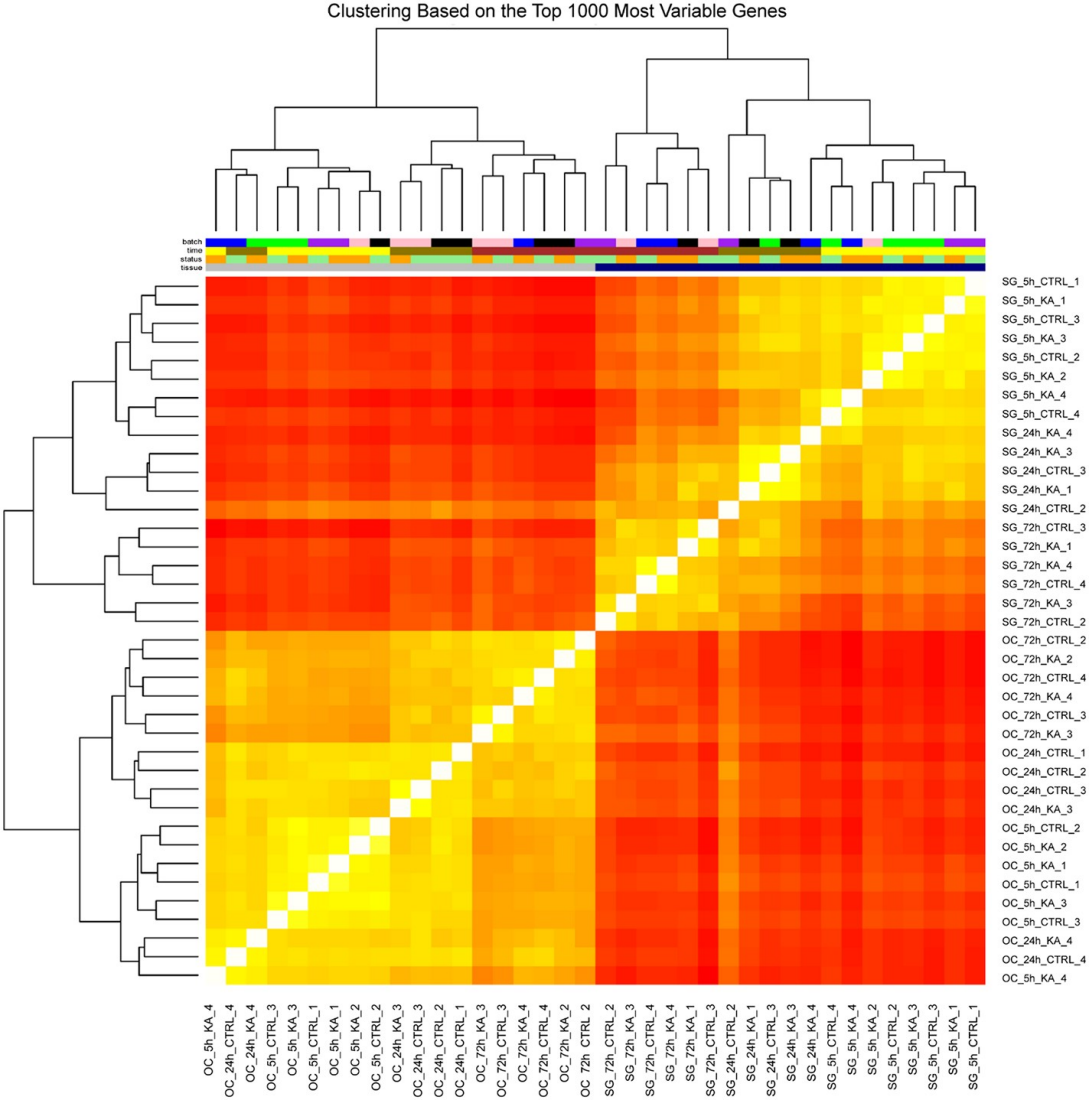
Clustering of the samples assayed by microarrays. Unbiased hierarchical clustering of spiral ganglion (SG) and organ of Corti (OC) samples, based on the top 1,000 most variable genes. Each cell represents a comparison between two samples, and its color is proportional to the Pearson correlation across the top 1,000 most variable genes (red: high correlation, yellow: low correlation). Top: samples are color-coded by batch, timepoint, treatment, and tissue. Tissue source was the primary determinant of clustering, followed by partial clustering by timepoint. For better readability of sample names, we have included S1 Table.

### Effects of kainate on gene expression in the explanted tissues

Microarray analysis with a threshold of p<0.005 revealed that a total of 2.5% (588 out of 24,000 transcripts) of the Illumina gene probes were differentially regulated after kainate treatment (Fig 3A). 

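More SG than OC probes passed the threshold after kainate. At an unadjusted p under 0.005 from limma, 420 probes changed in SG at 5, 24 or 72 h and 171 changed in OC. Counting the 3 probes shared at the same time once, the SG, OC and shared counts add up to 588, which is 2.29% of the 25697 probes on the array, and 583 different probes changed in at least 1 comparison. In SG the probes changed at 5 h included Fosb, an immediate early transcription factor, with a rise of 0.84 on the log2 scale, and Gjd2, a gap junction gene of neurons, at -0.65, while its 2 other probes were at -0.56 and 0.01. In OC at 5 h the natriuretic peptide gene Nppb had a log2 fold change of -0.92. By the count of changes per comparison, SG at 5 h had 30 higher and 70 lower probes, SG at 72 h 20 higher and 26 lower, OC at 5 h 18 higher and 17 lower, OC at 24 h 38 higher and 32 lower, and OC at 72 h 40 higher and 26 lower. The 6 comparisons together gave 599 changes, where chance gives 771 (128 per comparison), and with all arrays only SG at 24 h lay above this level. Single arrays and settings moved that, since the count was 117 in SG at 24 h without control array 2, 190 in SG at 5 h without kainate array 4, and 188 in OC at 24 h and 130 in OC at 72 h without kainate array 3, and in SG at 5 h it was 138 with replicate number as a block and 174 with array weights. Adjusted over all probes, 0 probes passed at 0.05 in the comparisons other than SG at 24 h. In limma 842 probes in SG at 5 h, 698 in SG at 72 h, and 650, 885 and 790 in OC at 5, 24 and 72 h had an unadjusted p under 0.05. All are fewer than the 1285 that chance gives for independent arrays. With replicate number as a block 8 probes passed the adjusted p in SG at 5 h.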

Of note, a large number (n = 282) of gene probes showed significant change in the SG fraction 24 h after kainate treatment, coinciding with the timing of neuronal regeneration; of the 282 transcripts, 171 were up-regulated, and 111 were down-regulated.

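Saa3, an acute phase protein, had the largest rise in SG at 24 h, by 1.86 on the log2 scale. Plac8, expressed in leukocytes, rose by 1.80, Oasl2, induced by interferon, by 1.77 (0.45 at its other probe), Apod, a lipocalin of glia and fibroblasts, by 1.75, and Dctn1, a subunit of dynactin, by 1.71. Among the falls were Ifngr2, a subunit of the interferon gamma receptor, at -1.14 (-0.14 and -0.03 at its 2 other probes, neither past the threshold), and Hykk, a hydroxylysine kinase gene, at -1.02. In limma 171 probes were higher and 111 lower after kainate at an unadjusted p under 0.005, of which 220 (78.0%) were above background. Of these, 7 probes passed an adjusted p under 0.05, all higher after kainate. They belong to Art3, a cell surface ADP-ribosyltransferase, at 1.41 and 1.02, the amino acid transporter Slc38a5 at 1.5 (adjusted p = 0.00437), Col3a1 at 1.49, Otoa at 1.13, and Phf11a at 0.69 and 0.62. Each of the 7 lay above both control arrays on all 3 kainate arrays, which choosing them by small p on these arrays makes likely. The control signals were near background, with 3 of 5 arrays above it for Slc38a5, Col3a1 and Otoa, 4 for Art3 and 2 and 1 for Phf11a, so the folds are imprecise. Other probes of these genes were at 0.30 for Col3a1 (unadjusted p = 0.521), 0.10 for Otoa, 0.09 for Art3 and -0.02 for Phf11a. With batch as a fixed block 0 of the probes passed the adjusted p, and 310 passed the unadjusted threshold. The comparison rests on 2 control arrays, and control array 2 stood toward OC, with hair cell markers at 8.96 against 8.45 on control array 3 and a mean Pearson r of 0.730 with OC arrays, against at most 0.603 for the other SG arrays. Without control array 2 the number of changed probes was 117, with 47 of the 282 among them, and without control array 3 it was 581. Without control array 2, Saa3 at 1.63, Plac8 at 0.66, Oasl2 at 0.81 and Apod at 0.72 no longer passed.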

**Fig 3:**
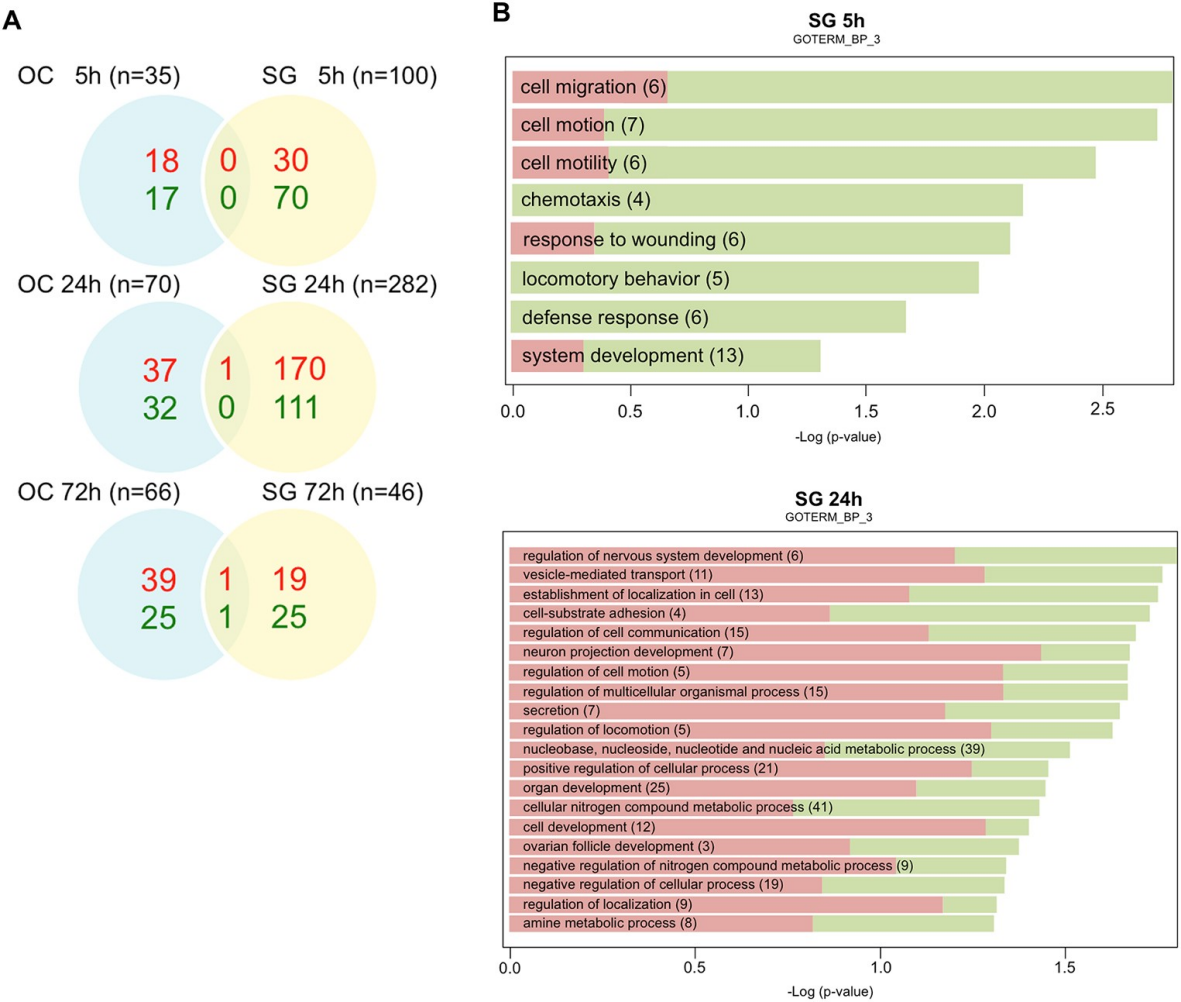
Gene expression changes in cochlear explants after kainate treatment. (A) Differentially expressed genes after kainate treatment. mRNA from spiral ganglion neurons versus organ of Corti fractions was analyzed with microarrays at 5, 24, and 72 h after kainate treatment. Venn diagrams represent the numbers of transcripts that were either upregulated (red) or downregulated (green) at a significance of p<0.005 following kainate treatment relative to untreated controls at 5, 24, and 72 hours after treatment. (B) Gene Ontology (GO) analysis representing the major biological processes involved in the SG tissues at 5 and 24 h after kainate treatment. Over-represented GO categories among differentially expressed (DE) genes (in green the proportion of downregulated DE genes; in red the proportion of upregulated DE genes) sorted by -log10 (p value). The value 1.3 on the horizontal axis corresponds to p = 0.05. OC, organ of Corti; SG, spiral ganglion.

Among the 588 gene probes that showed significant changes with kainate treatment, 417 were specific to the SG tissues, 168 were specific to the OC tissues, and 3 changed in both tissues, 2 at 24 h and 1 at 72 h (Fig 3A).

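Txnip, an inhibitor of thioredoxin that responds to glucose and oxidative stress, was the one probe changed in both tissues at 24 h. It rose by 1.40 in SG (standard error 0.44) and by 1.71 in OC (standard error 0.42) on the log2 scale. In OC the rise within the pink batch, which holds 1 kainate and 1 control array, was 0.60, and without kainate array 4 the log2 fold change was 1.43 and did not pass. At 72 h both tissues shared Rita1, a tubulin-binding regulator of Notch signaling, at -0.34 in each but above background on 0 of the 38 arrays, and Plekhg6, a guanine nucleotide exchange factor, at 0.30 in SG and 0.28 in OC. These 3 genes were named because they make up the whole overlap. Chance gives 0.768 shared probes at 24 h and 0.118 at 72 h. These levels take the tissues as independent, though SG and OC arrays of one number were taken to come from the same explants. The overlap without an effect of kainate can therefore be higher. At 5 h 0 probes were shared at an unadjusted p under 0.005 in limma, and 1 with replicate number as a block. Allowing the change at any time in each tissue, 8 probes changed in both. Past the threshold in 1 tissue alone is not a measured difference between tissues. The difference itself passed an unadjusted p under 0.005 in 51 probes at 5 h, 95 at 24 h and 42 at 72 h, where chance gives 128 at each time. Adjusted over all probes, 0 passed at 0.05.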

The groups of genes for which the expression changed significantly were subjected to gene ontology analysis, allowing functional annotation using the DAVID Bioinformatics Resources and the KEGG pathways. 

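At 5 h neuronal genes in SG were lower after kainate, and immediate early genes were higher. Of 28 spiral ganglion neuron markers, 25 were lower, among them Prph, an intermediate filament of neurons, with a log2 fold change of -0.59, Nefh, a neurofilament, at -0.47, and Pou4f1, a neuronal transcription factor, at -0.47, which passed the threshold only with replicate number as a block (unadjusted p = 0.00170, and 0.00622 without). The list had a median of -0.24 (camera adjusted p = 3.28e-11, and adjusted p = 0.0417 with an estimated correlation), and its median was -0.22 with batch as a block, -0.30 within the green batch and -0.38 within the purple batch. Each of these batches holds 1 kainate array of SG at 5 h, with 3 control arrays in green and 1 in purple. At an unadjusted p under 0.005, 2 neuron markers fell (2 when adjusted over the list alone), and 0 passed in limma when adjusted over all probes. Of 23 immediate early genes 17 were higher, with Dusp1 at 0.40 and Klf6 at 0.28 and a list median of 0.17 (adjusted p = 0.000909, and adjusted p = 0.351 with an estimated correlation), 0.16 with batch as a block, 0.10 within the green batch and 0.07 within the purple batch (1 gene when adjusted over the list alone, Fosb). The synaptic vesicle genes had a median of -0.07, with Syngr3 at -0.43, past the threshold only with replicate number as a block (list adjusted p = 0.0115, and adjusted p = 0.338 with an estimated correlation), -0.11 with batch as a block, -0.10 within the green batch and -0.08 within the purple batch (0 genes when adjusted over the list alone). The mitochondrial respiratory chain genes had a median of -0.06 (adjusted p = 0.0239, and adjusted p = 0.622 with an estimated correlation), -0.04 with batch as a block, and -0.07 within each shared batch (0 genes when adjusted over the list alone). Axon guidance genes, 62 in number, did not shift at 5 h (median 0.02) or at 24 h (median -0.04).

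**Figure D1:**
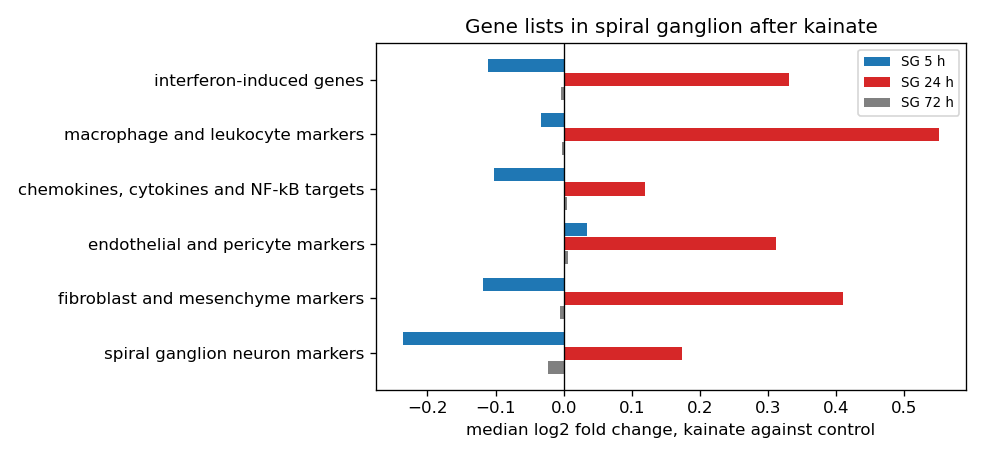
Median log2 fold change (kainate against control, x axis) of 6 gene lists in SG at 5, 24 and 72 h after kainate, one bar per list and time. The neuron markers stand at -0.24 at 5 h and 0.17 at 24 h, and the macrophage markers reach 0.55 at 24 h.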

Major biological processes in the SG tissue ascribed by gene ontology at 5 and 24 h respectively were cell migration/chemotaxis, and regulation of nervous system development/cell communication (Fig 3B).

### Expression profiles of known neuronal regeneration-related genes

We searched for significant changes in genes with known roles in neural regeneration and development at 5 or 24 h. Six showed significant changes (p<0.005) after kainate treatment. These genes are *Nlgn2* (Gene ID: 216856), *Ntrk3* (Gene ID: 18213), *Rgmb* (Gene ID: 68799), *Sema7a* (Gene ID: 20361), *Sox21* (Gene ID: 223227), and *Syt8* (Gene ID: 55925). Except for *Sox21*, which showed significant change in organ of Corti, all of the changes were in spiral ganglion tissues (Fig 4). 

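Sema7a, a membrane-anchored semaphorin that promotes axon growth, rose in SG at 24 h by 0.66 on the log2 scale (standard error 0.16) at the 1 of its 3 probes that passed. In OC at 24 h it was at 0.24 (standard error 0.15) and did not pass. For Rgmb, a repulsive guidance molecule and BMP co-receptor, the difference between the tissues at 24 h was 0.58 (unadjusted p = 0.00224, adjusted p = 0.999 in limma), with the signal above background on 0 of the 5 SG arrays. For Nlgn2, a postsynaptic adhesion protein, the SG effect exceeded the OC effect at 24 h by 0.42, for Ntrk3, the receptor of neurotrophin 3, by 0.49, and for Sema7a by 0.42, none of them past an unadjusted p under 0.005. Sox21, a transcription factor of supporting cells, rose in OC at 5 h by 0.48 and in SG at 5 h by 0.23 (unadjusted p = 0.0765), and the difference between the tissues was -0.25 (unadjusted p = 0.181). Syt8, a synaptotagmin, passed the threshold in OC as well, at 72 h, where it rose by 0.30 (standard error 0.08, unadjusted p = 0.000428 in limma). Its signal lay close to background, and 0 probes passed an adjusted p under 0.05 in OC at 72 h.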

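Sema7a, which encodes a semaphorin that promotes axon outgrowth, had a log2 signal of 9.03 ± 0.17 (SD, n = 3) after kainate and 8.37 ± 0.30 (SD, n = 2) in control SG at 24 h. In limma its unadjusted p was 0.000277. Its rise was 0.62 with batch as a block, and 0.45 (unadjusted p = 0.0310) without control array 2. Nlgn2, an adhesion protein of inhibitory synapses, was at 11.24 ± 0.05 (SD, n = 3) and 10.83 ± 0.15 (SD, n = 2), a rise of 0.41 (standard error 0.13). The rise was 0.50 with batch as a block and 0.31 without control array 2, 0.40 without kainate array 4, 0.39 without kainate array 3 and 0.44 without kainate array 1, where it no longer passed. Ntrk3, the neurotrophin 3 receptor, was at 8.2 ± 0.31 (SD, n = 3) and 7.68 ± 0.08 (SD, n = 2), a rise of 0.52 (standard error 0.17), which was 0.44 with batch as a block, 0.34 without kainate array 4, 0.46 without control array 3 and 0.57 without control array 2, and passed in none of these. Rgmb, a guidance molecule and BMP co-receptor, was at 7.71 ± 0.15 (SD, n = 3) and 7.32 ± 0.07 (SD, n = 2), a rise of 0.38 (standard error 0.13), which was 0.33 with batch as a block, 0.33 without control array 3 or kainate array 1, 0.35 without kainate array 3 and 0.43 without control array 2, and passed in none of these. Rgmb and Syt8 were above background on 0 of these 5 arrays, and the 2 other Rgmb probes were at -0.03 and -0.02. Syt8, a synaptotagmin, was at 7.47 ± 0.16 (SD, n = 3) and 7.73 ± 0.13 (SD, n = 2), a fall of -0.26 (standard error 0.08), -0.31 with batch as a block, and -0.17 without control array 3 or without kainate array 3, where it no longer passed. All 5 genes missed an adjusted p under 0.05 over all probes. At 5 h Sema7a, Nlgn2 and Rgmb were lower after kainate, by -0.28, -0.21 and -0.20, none past an unadjusted p under 0.005, and the kainate effect at 24 h exceeded that at 5 h by 0.93 for Sema7a, 0.62 for Nlgn2 and 0.59 for Rgmb (adjusted p = 0.132, 0.311 and 0.316).

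**Figure D2:**
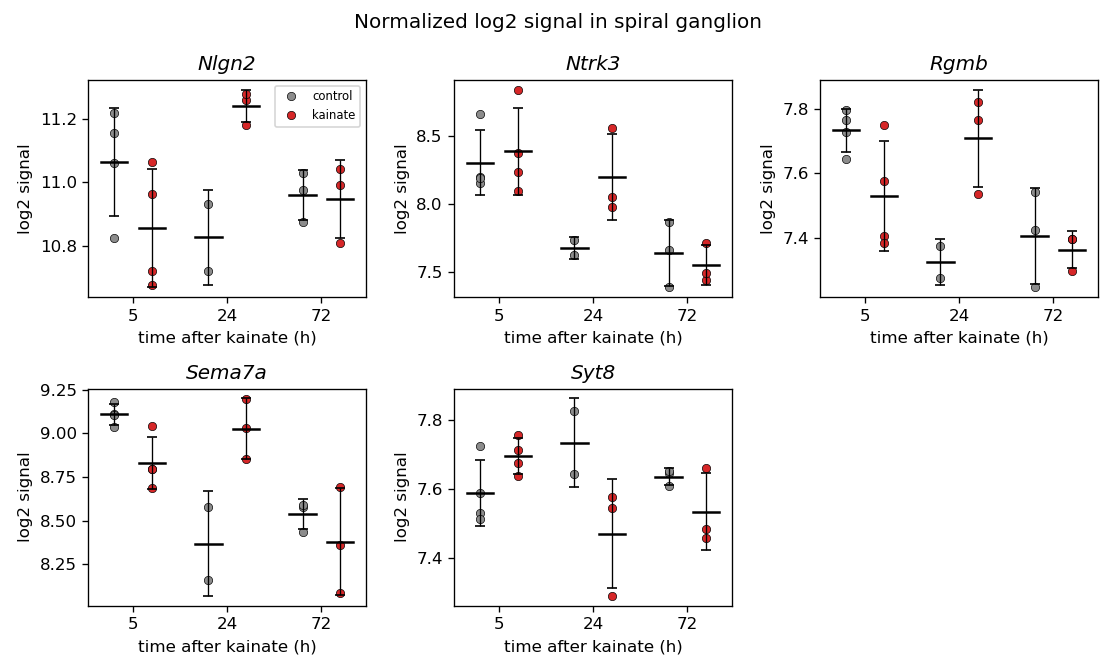
Log2 signal (y axis) of Nlgn2, Ntrk3, Rgmb, Sema7a and Syt8 on each SG array at 5, 24 and 72 h (x axis), control in grey and kainate in red. Points are arrays, the short line is the group mean and the error bar its SD. Sema7a stands at 9.03 after kainate and 8.37 in control explants at 24 h.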

The expression profiles of these genes are further detailed in Table 1 and show upregulation of *Nlgn2*, *Ntrk3*, *Rgmb*, and *Sema7a* and downregulation of *Syt8*. The 5 genes with significant changes in the spiral ganglion have been reported to have abundant RNA expression in the spiral ganglion database from embryonic mice [24]. The one gene that is expressed only in supporting cells of the organ of Corti (*Sox21*) is not found in the spiral ganglion database at P1.

**Fig 4:**
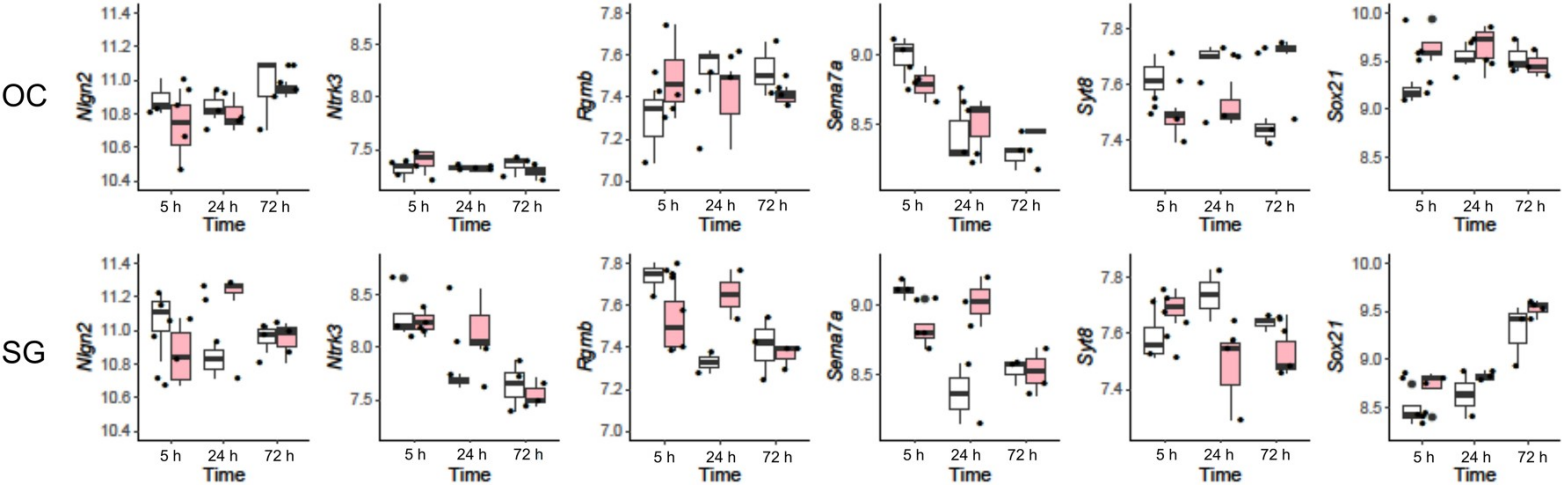
Expression profiles of 6 neuronal regeneration-related genes with significant changes after kainate treatment. Expression levels of 6 transcripts (*Nlgn2*, *Ntrk3*, *Rgmb*, *Sema7a*, *Sox21*, and *Syt8*) in KA-treated (red) and control (clear boxplots) tissue samples of organ of Corti (OC, top row) and spiral ganglion (SG, bottom row) harvested at 5, 24 and 72 hours, are represented by boxplot and superimposed scatterplot.

**Table 1:** Five neuronal regeneration-related genes with significant changes in the spiral ganglion after kainate treatment.

			Fold change vs. control		
Gene	Protein	Functions in neurons	5 h	24h	72h
*Nlgn2*	Neuroligin-2	Involved in synapse formation, maturation and specification	-1.6	2.6*	-1.0
*Ntrk3*	Neurotrophic tyrosine kinase receptor type 3 (alias TrkC)	Promotes spiral ganglion neuronal survival in the inner ear	1.2	3.3*	-0.8
*Rgmb*	Repulsive guidance molecule family member B	Regulates neurite growth and axonal guidance; contributes to the patterning of the developing nervous system.	-1.6	2.4*	-0.9
*Sema7a*	Semaphorin7A	Involved in neuron migration and neurite growth	-1.9	4.5*	-1.4
*Syt8*	Synaptotagmin 8	Unclear	1.3	-1.8*	-1.3

* p < 0.005 as compared to the controls.

Negative numbers indicate downregulation and positive numbers indicate upregulation of gene expression relative to untreated controls.

These 5 genes play a role in fiber growth (*Ntrk3*), axonal guidance (*Rgmb* and *Sema7a*), synaptogenesis (*Nlgn2*), or synaptic function (*Syt8*).

### Genes with significant changes at least 2 time points after kainate treatment

We then searched for genes with transcripts with significant changes at ≥ 2 different time points after kainate treatment, because these genes are active throughout the regeneration process. In contrast to the OC tissues, where no transcripts showed significant changes at ≥ 2 time points, 8 transcripts revealed significant changes at 2 time points in the SG tissues (Fig 5). 

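The 8 SG transcripts changed at more than 1 time include neuronal genes that fell at 5 h and rose at 24 h, and none of the 8 moved the same way at both of its times. Overlap between 5 and 24 h was 5 probes, where chance gives 1.1, all of them lower at 5 h and higher at 24 h. The number that moved in this way was 6 with batch as a random block, 3 with batch as a fixed block (of 6 shared), 3 with neqc (of 4), 1 with the arrays of the 2 groups (of 1), 0 with arrays of the same tissue (of 2) and 0 with an ordinary contrast in limma (of 5). Prdm9, a meiotic histone methyltransferase gene, and Alg11, a glycosyltransferase gene, rose at 5 h by 0.28 each and had log2 fold changes of -0.36 and -0.26 at 72 h, and this overlap of 2 has a chance level of 0.179. Sel1l, of the protein quality control of the endoplasmic reticulum, rose by 0.29 at 24 h and was at -0.28 at 72 h, the 1 probe shared by these times, where chance gives 0.505. In OC 0 probes passed an unadjusted p under 0.005 in limma at more than 1 time, where chance gives 0.0953 for 5 and 24 h, 0.0899 for 5 and 72 h and 0.180 for 24 and 72 h. Prdm9, Alg11 and Sel1l were named after their values were seen, as the rest of the overlap.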

Five transcripts showed significant changes at 5 and 24 h, including 1 un-annotated transcript A830007L07Rik, and 4 known genes: *Elavl4* (Gene ID: 15572), *Ppp1r1c* (Gene ID: 75276), *Psd2* (Gene ID: 74002), and *Syn1* (Gene ID: 20964). 

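The 5 probes changed at both times belong to Elavl4, Psd2, Syn1, Arpp21 and a transcript without a gene symbol. Elavl4 encodes an RNA-binding protein of neurons, Psd2 an exchange factor for the small GTPase Arf6, Syn1 a protein of synaptic vesicles and Arpp21 a phosphoprotein regulated by cyclic AMP. Arpp21 had a log2 fold change of -0.46 (unadjusted p = 0.00441 in limma) at 5 h and 0.63 (unadjusted p = 0.00244) at 24 h, and 3 further probes of the gene did not pass at either time. Arpp21 no longer passed at 24 h without kainate array 4 (0.44) or 3 (0.60) or control array 2 (0.68) or 3 (0.59), nor at 5 h without kainate array 3 (-0.32) or 2 (-0.37) or control array 1 (-0.43), 3 (-0.48) or 4 (-0.42). The transcript without a symbol was at -0.38 and 0.40. Ppp1r1c, an inhibitor of protein phosphatase 1, has 2 probes on the array, neither past the threshold. The first was at -0.15 (unadjusted p = 0.0899) at 5 h and 0.28 (unadjusted p = 0.0150) at 24 h, and the other at 0.11 and -0.07. Arpp21 was named after its values were seen, since it completes the 5.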

Interestingly, all 4 genes demonstrated a similar temporal expression pattern: a significant decrease in expression at 5 h as compared to the untreated control tissues, followed by a significant increase in expression at 24 h (Table 2). This time course correlates with the neuronal regeneration process. 

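Elavl4 in SG had a log2 signal of 9.06 ± 0.18 (SD, n = 4) after kainate and 9.60 ± 0.20 (SD, n = 4) in control explants at 5 h, and 8.67 ± 0.37 (SD, n = 3) and 8.05 ± 0.28 (SD, n = 2) at 24 h. Its log2 fold change was -0.54 at 5 h and 0.62 at 24 h at 1 of its 3 probes, and the others passed at neither time. Psd2 was at 8.81 ± 0.42 (SD, n = 4) and 9.36 ± 0.18 (SD, n = 4) at 5 h, and at 8.32 ± 0.26 (SD, n = 3) and 7.72 ± 0.13 (SD, n = 2) at 24 h. In each of these genes the signal after kainate was lower at 24 h than at 5 h, and the control signal had dropped further, so the rise at 24 h is relative to control explants of the same age. The kainate effect at 24 h exceeded that at 5 h by 1.16 for Elavl4 (adjusted p = 0.130 in limma), 1.15 for Psd2 (adjusted p = 0.130), 1.09 for Arpp21 (adjusted p = 0.132) and 0.88 for Syn1 (adjusted p = 0.132). With batch as a block the fold changes at 5 and 24 h were -0.44 and 0.61 for Elavl4, -0.54 and 0.48 for Psd2, and -0.46 and 0.67 for Arpp21. Within the green and purple batches at 5 h, with 1 kainate array in each, Elavl4 was at -0.62 and -0.23, and Psd2 at -0.58 and -0.68. With this block Elavl4 no longer passed an unadjusted p under 0.005 at 5 h (unadjusted p = 0.00592) or at 24 h (unadjusted p = 0.00597), and Psd2 did not pass at 24 h. At 24 h Elavl4 was at 0.43 without control array 2 and 0.41 without kainate array 3, and Psd2 at 0.52 without control array 2, 0.70 without control array 3 and 0.45 without kainate array 4, and none of these passed. At 5 h Elavl4 was at -0.45 without control array 4 and -0.46 without kainate array 2, and Psd2 at -0.46 without control array 4, -0.41 without kainate array 2 and -0.49 without kainate array 1, where they no longer passed.

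**Figure D3:**
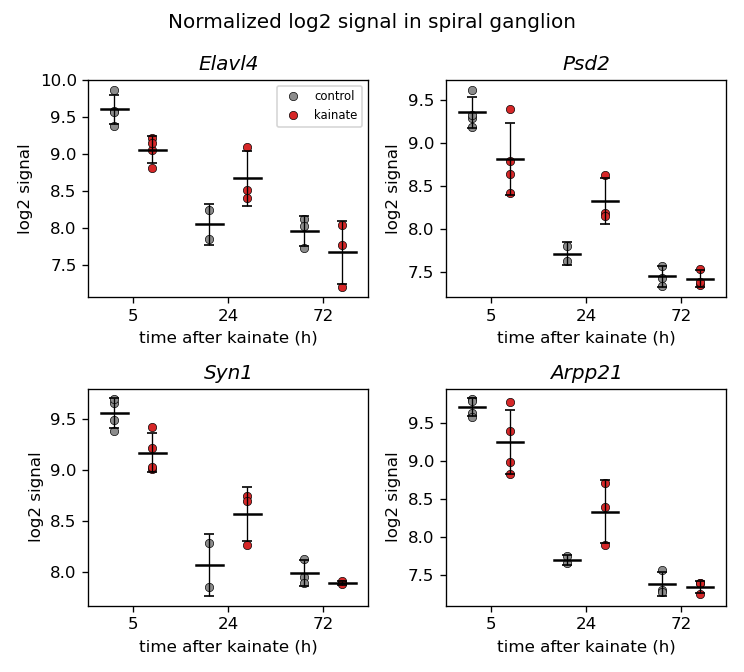
Log2 signal (y axis) of Elavl4, Psd2, Syn1 and Arpp21 on each SG array at 5, 24 and 72 h (x axis), control in grey and kainate in red. Points are arrays, the short line is the group mean and the error bar its SD. Elavl4 falls in control explants from 9.60 at 5 h to 8.05 at 24 h and after kainate from 9.06 to 8.67.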

According to the SHIELD database, all 4 genes showed abundant RNA expression in the spiral ganglion neurons of P0—P6 mice.

**Fig 5:**
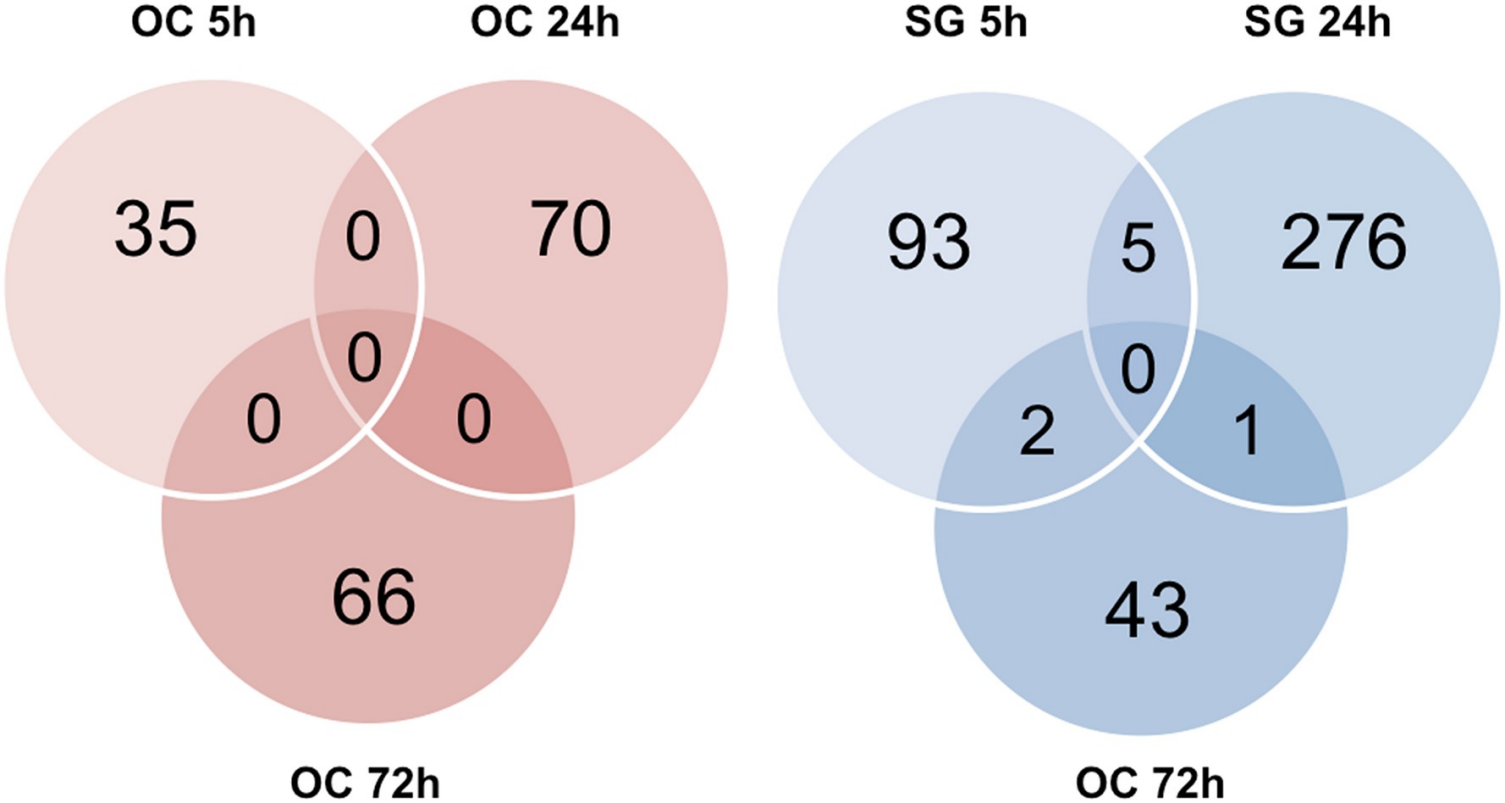
Venn diagrams representing the numbers of transcripts with significant changes at different time points after kainate treatment. In contrast to the organ of Corti tissues where no transcript significantly changed at more than one time points (left panel), 8 transcripts significantly changed at two different time points in the spiral ganglion tissues (right panel). OC, organ of Corti; SG, spiral ganglion.

**Table 2:** Four genes with significant changes at two different time points after kainate treatment.

			Fold change vs. control	
Gene	Protein	Function in neurons	5 h	24 h
*Elavl4*	ELAV-like protein 4	Control neuronal development and functions by regulating RNA metabolism.	-3.4*	4.2*
*Ppp1r1c*	protein phosphatase 1, regulatory subunit 1C	Inhibit neurite growth in primary sensory neurons by maintaining TGF-ß/Smad signaling	-3.4*	4.0*
*Psd2*	pleckstrin and Sec7 domain-containing protein 2	Regulate axon transport and axon growth in neurons; interact with interferon γ pathway.	-2.4*	3.1*
*Syn1*	synapsin I	Control the transition of synaptic vesicles, regulate neurite outgrowth, and promote neuronal survival.	-2.9*	4.3*

* p < 0.005 as compared to the controls.

Negative numbers indicate downregulation and positive numbers indicate upregulation of gene expression relative to untreated controls.

To study the molecular mechanisms of *Elavl4*, *Ppp1r1c*, *Psd2*, and *Syn1* in neuronal regeneration, we performed network analysis using the normalized ratios of the 417 SG-specific genes. *Elavl4* and *Syn1* are located in Network 1 (score 29, Fig 6A), further substantiating their biological significance in regeneration of spiral ganglion. This network contains 21 focus molecules and has two hubs, NFkB and BCL2, with 14 and 13 connections, respectively. 

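Bcl2, an inhibitor of apoptosis and a hub of this network, had 1 of 8 probes past the threshold in SG at 24 h, with a log2 fold change of -0.72 (unadjusted p = 0.00143 in limma), and without control array 2 it was at -0.36 and no longer passed. Another Bcl2 probe with a higher signal was at -0.48 (unadjusted p = 0.0480). Cyb5r3, a cytochrome b5 reductase, rose by 1.21 at 1 of its 3 probes. Riok3, a kinase, was at -0.42, also with 1 of 3 probes past the threshold, and Xrcc5, of DNA double-strand break repair, at -0.40. Tnip1, a brake on NFkB signaling, and Cpne4, a calcium-dependent membrane protein, had log2 fold changes of -0.38 at 72 h and -0.54 at 5 h. Of 4 Tnip1 probes, 1 passed the threshold at 72 h. The targets of NFkB, listed together with chemokines and cytokines, rose at 24 h with a median of 0.12 over 35 genes (camera adjusted p = 0.00359, and adjusted p = 0.579 with an estimated correlation). Their median was 0.19 with batch as a block, and 0.07 without control array 2, where the list no longer passed. At an unadjusted p under 0.005, 1 of the 35 rose and 34 did not pass (0 when adjusted over the list alone). Ccl5, a T cell chemokine, was at 0.97 and did not pass.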

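Gsn encodes gelsolin, which cuts and caps actin filaments. In SG at 24 h it rose by 0.61 on the log2 scale after kainate (standard error 0.13, unadjusted p = 6.24e-05 in limma). At 5 h and 72 h it was at 0.05 and -0.08, and in OC at 24 h at 0.12. Within the green batch at 5 h, on 1 kainate array, Gsn was at -0.24. The cell death genes that respond to p53, 21 in number, did not shift in SG at 5 h (median 0.02), 24 h (median 0.08) or 72 h (median 0.04).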

F-actin, GSN, and Rac appear to be points of interaction, connecting ELAVL4 and SYN1 to NFkB and BCL2; SYN1, NTRK3 and caspases also contribute to the connection. The molecular functions of this network are related to cellular assembly, organization, and maintenance, as well as cell signaling.

**Fig 6:**
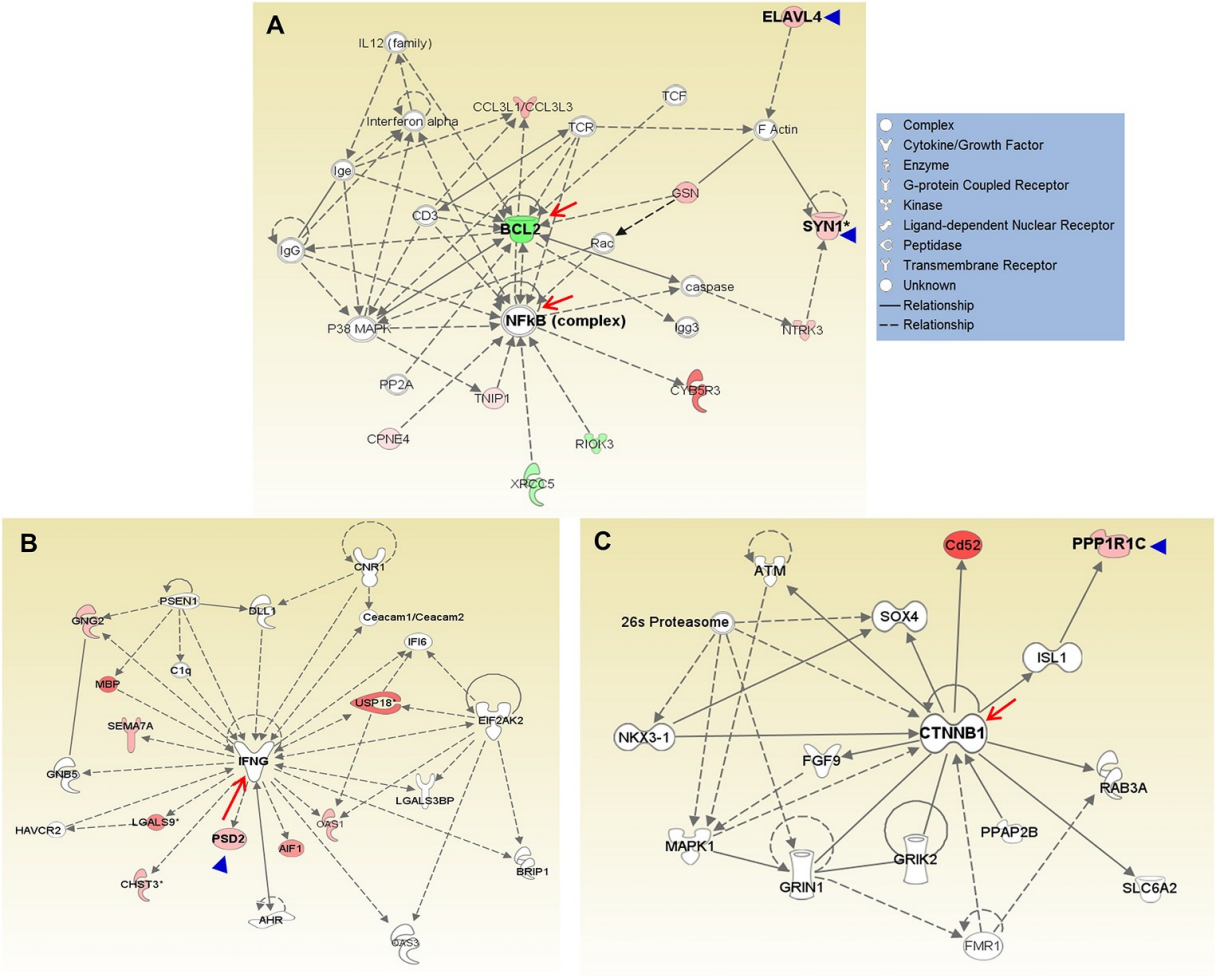
Networks including Elavl4, Ppp1r1c, Psd2, and Syn1 when analyzing differentially expressed genes in the spiral ganglia after kainate treatment. A total of 417 transcripts showed significant changes specific to the spiral ganglion tissues after kainate treatment. (A) *Elavl4* and *Syn1* were located in Network 1 (score = 29) with NFkB and BCL2 as the central hubs. (B) *Psd2* was located in a network (score = 19) with interferon γ as the hub. (C) *Ppp1r1c* was located in a network (score = 11) with CTNNB1 as the hub. Arrow heads indicate the 4 genes with consistently significant changes at both 5 h and 24 h after kainate treatment; arrows indicate molecular hubs of the networks.

*Psd2* is found in a network with a score of 19 and 16 focus molecules (Fig 6B). This network shows interferon γ as the hub with 22 connections, including a connection to *Psd2*. 

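Genes induced by interferon rose in SG at 24 h as a group. Of 26 in the list, 22 were higher after kainate, 5 of them past an unadjusted p under 0.005 (5 when adjusted over the list alone, 0 in limma when adjusted over all probes), and the median log2 fold change was 0.33 (camera adjusted p = 3.28e-11, and adjusted p = 0.154 with an estimated correlation). Irf7, a transcription factor of the interferon response, rose by 0.71, and Oas2, an antiviral synthetase, by 0.66. The list's median was 0.36 with batch as a block, and 0.14 without control array 2 (adjusted p = 0.0443). In the same comparison the medians of cell type lists were 0.55 for macrophage, 0.41 for fibroblast and 0.31 for endothelial markers, -0.17 for hair cell and -0.12 for supporting cell markers. The hair cell list did not pass, and with an estimated correlation 0 lists did. A different mix of cells is not excluded. Interferon gamma itself, Ifng, did not rise, with log2 fold changes of -0.12 and -0.16 at its 2 probes. Among genes around the hub, Usp18, which removes the interferon-induced modifier ISG15, rose by 1.01 and 1.28 at 2 of its 3 probes, and by 0.40 and 0.33 without control array 2. Lgals9, a galectin of immune cells, rose by 0.86 and 1.04, and Chst3, a chondroitin sulfotransferase, by 0.62 at each of 2 probes. Aif1, a marker of macrophages and microglia, rose by 0.92, and Mbp, of myelin, by 1.29, with 1 of 3 probes of each gene past the threshold. Without control array 2, Irf7 at 0.50, Oas2 at 0.57, Lgals9 at 0.53 and 0.64, Aif1 at 0.67 and Mbp at 0.77 no longer passed. Oas1a was at 0.19 (unadjusted p = 0.0441) and did not pass.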

*Ppp1r1c* is located in a network with a score of 11 and 11 focus molecules (Fig 6C). The hub of this network is catenin (cadherin-associated protein), ß1, 88kDa (CTNNB1), with 15 connections. ß-catenin is the intracellular mediator of the canonical WNT signaling pathway as well as a regulator of cadherin-based adherens junctions. *Ppp1r1c* is linked to CTNNB1 via ISL-1. The molecular functions of this network are related to cell-to-cell signaling and interaction, cellular function and maintenance, as well as nervous system development and function.

To further investigate these genes in the cochlea, we conducted immunofluorescence staining of cochlear whole-mounts at P4 and sections at 8 weeks. Synapsin I, encoded by *Syn1*, was located at the afferent synapses in neonantal (Fig 7A and 7B) and young adult mice (Fig 7C). ELAV-like protein 4, the protein encoded by *Elavl4*, was strongly expressed in spiral ganglion neurons of neonatal (Fig 7D and 7E) and young adult mice (Fig 7F).

**Fig 7:**
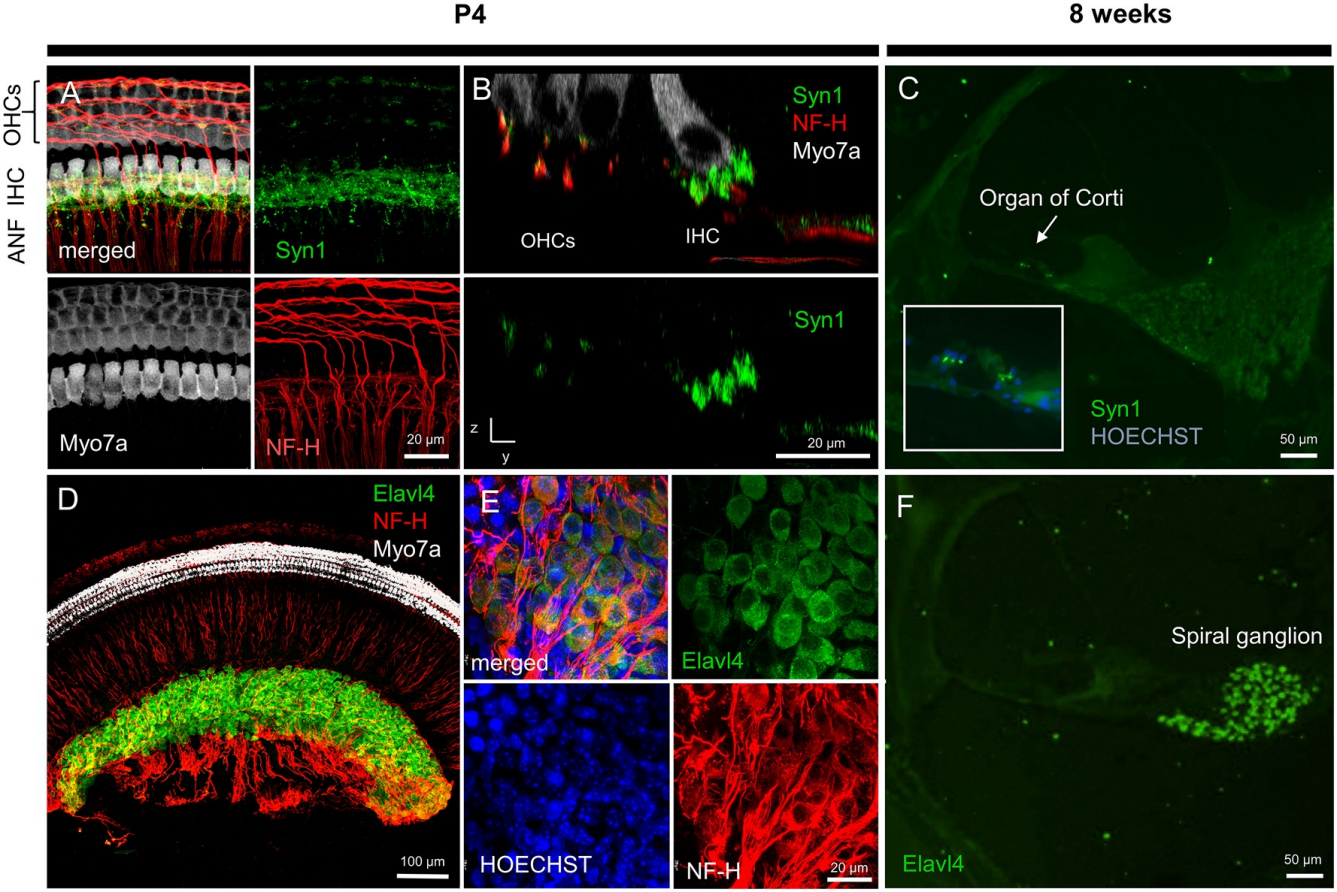
Immunofluorescent staining of the protein products of *Elavl4* and *Syn1* in the mouse inner ear at P4 and 8 weeks of age. (A) Fluorescent immunohistochemistry of cochlear whole mounts at P4 revealed the expression of synapsin I (green) in the basal area of IHCs as well as OHCs (both white, labeled with anti-Myo7a antibody). Red, NF-H-labeled auditory nerve fibers. (B) A virtual cross-section of Fig A reveals synapsin 1 fluorescence localization at the IHC-SGN synapse, not overlapping with NF-H (red) or Myo7a (white) signal, and at the OHC-SGN synapse, partially overlapping with NF-H (red) but not Myo7a (white) signal. (C) At 8 weeks of age, synapsin 1 expression is localized to the organ of Corti at the base of IHCs and OHCs (nuclei stained blue, HOECHST). (D) Low magnification view of a cochlear whole mount shows strong Elavl4 signal in the modiolus. (E) A magnified view of D reveals Elavl4 expression in SGNs stained with NF-H (red). (F) Eight-weeks old cochlea reveals Elavl4 immunofluorescence in spiral ganglion neurons. Scale bars: A, B: 20 μm, C: 50 μm, D: 100 μm, E: 20 μm, F: 50 μm. Representative images from N = 3 four-day-old mice and N = 3 eight-week-old mice.

To further validate expression of genes for whose protein products robust commercial antibodies did not exist, we used in situ hybridization. Application of negative-control sense probes for *Nlgn2* and *Ntrk3* to P4 cochlear explants did not result in any specific signal, as illustrated for *Nlgn2* in Fig 8A. In contrast, anti-sense RNA probes allowed identification of individual molecules of *Nlgn2* (Fig 8B) and *Ntrk3* (Fig 8C) within the area of spiral ganglion neurons but not hair cells, which were identified with anti-Myo7a antibody. Data in Fig 8 are representative of experiments from 4 different animals.

**Fig 8:**
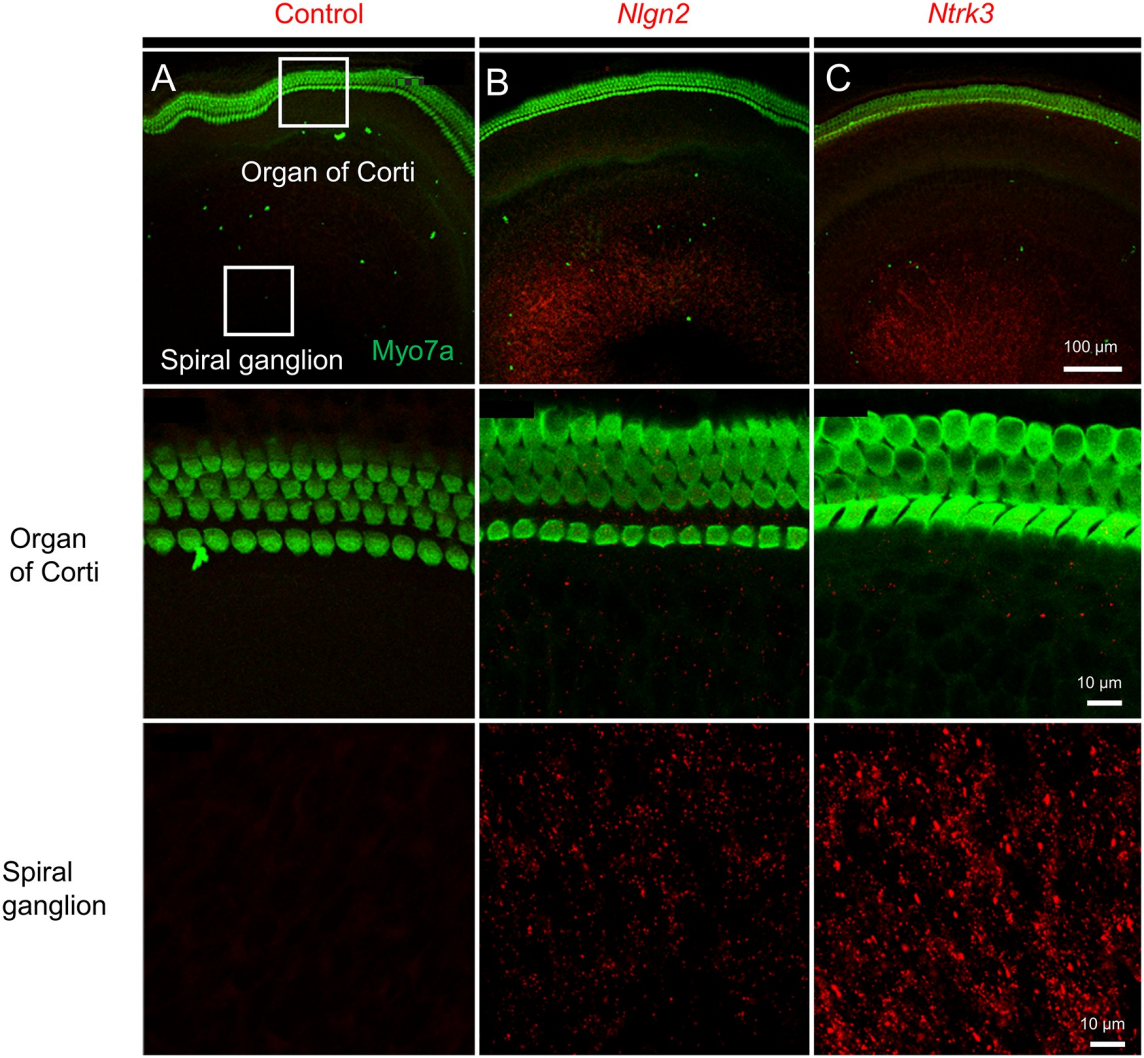
In situ hybridization assay utilizing RNAscope detects RNA for *Nlgn2* and *Ntrk3* within P4 cochlear whole mounts. (A) Cochlear whole mounts treated with negative control sense probe for *Nlgn2* show no signal. Hair cells were immunostained with anti-Myo7a antibody (green). (B) *Nlgn2* is expressed in the region of spiral ganglion neurons (red), but not hair cells (green). A magnified view of the SGN region (last row) identifies individual RNA molecules of *Nlgn2* as red dots. (C) *Ntrk3* is expressed in the SGN region (red), but not hair cells (H, green). A magnified view of the SGN region (last row) reveals abundant *Ntrk3* expression. Representative pictures based on 4 different animals.

## Discussion

### Model system for auditory nerve regeneration

Regeneration of afferent auditory fibers is induced in neonatal cochleae after kainate treatment. We used this system because we were interested in the genetic changes in the de-afferented system, where kainate causes swelling of the type I afferent dendrites that synapse on inner hair cells, without noticeably damage to efferent endings or type II afferent terminals that synapse on outer hair cells. While ~95% of afferent spiral ganglion neurons are of type I and synapse to one inner hair cell, type II afferents contact multiple outer hair cells [27]. As a potent glutamate analogue, kainate has been extensively used to investigate excitotoxicity in neurons. Kainate exerts neuroexcitotoxicity by acting on glutamate receptors, eliciting influx of calcium ions, production of reactive oxygen species, and apparent breakdown of the neural terminals. Active neuronal regeneration occurs after kainate treatment: the swollen afferent dendrites are replaced by regenerating dendrites within 12–72 h.

### Changes in spiral ganglion and organ of Corti

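Vmo1, which encodes a secreted protein known from Reissner's membrane, had the largest rise in OC at 72 h, by 3.07 on the log2 scale, followed by Oc90, an otoconial protein, by 2.88, and Slc26a4, the anion exchanger pendrin of the cochlear epithelium, by 1.18. The signal of Vmo1 ranged from 8.46 to 12.12 between the OC control arrays at 72 h. Without kainate array 3 or control array 4, Vmo1 was at 2.44 and 2.23, Oc90 at 2.18 and 2.35, and neither passed. Within the black and pink batches, which each hold 1 kainate and 1 control array at 72 h, Vmo1 rose by 3.98 and 4.63. These values leave out the control array of highest Vmo1 signal, at 12.12, against 12.44 on the lowest kainate array. At 24 h Phlda2, an imprinted growth regulator, was at -1.26 in OC. At 5 h Tmem14c, a mitochondrial heme transporter, was at 2.59, at its 2 other probes at 0.37 and 0.20, neither past the threshold (unadjusted p = 0.0831 and 0.0521), and without control array 3 at 1.36, where it no longer passed. In SG at 72 h Krtdap, a keratinocyte gene, rose by 1.37 and Sncg, a synuclein of neurons, was at -0.77. Krtdap no longer passed without control array 4 (0.95) or kainate array 1 (1.22). Above background were 80.0% of the changed probes in SG at 5 h, 34.8% in SG at 72 h, and 28.6%, 32.9% and 40.9% in OC at 5, 24 and 72 h. By a test of the difference itself, the smallest adjusted p for a tissue-specific kainate effect was 1.00 at 5 h, 0.429 at 24 h and 1.00 at 72 h in limma, with 627, 1078 and 704 probes at an unadjusted p under 0.05, fewer than the 1285 that chance gives. This test takes SG and OC arrays as independent, though those of one number were taken to come from the same explants.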

Genes with significant changes in the spiral ganglion tissues by far outnumbered, and were distinct from those in the organ of Corti. This correlated well with the demonstration of kainate-induced damage confined to the auditory nerve [9]. More gene transcripts changed (n = 282) in SG obtained 24 h after kainate treatment than at 5 (n = 100) or 72 h (n = 46), coinciding with the timing of active neuronal regeneration. 

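Art3, an ADP-ribosyltransferase of the cell surface, differed in its kainate effect between times in SG. The effect at 24 h exceeded that at 5 h by 1.63 and 1.23 at 2 of its 3 probes (adjusted p = 0.0341 for each in limma) and by 0.21 at the third (unadjusted p = 0.156). Art3 differed by 1.33 and 1.15 with batch as a block (adjusted p = 0.0532 and 0.0674) and by 1.19 and 0.90 without control array 2 (adjusted p = 0.901 for each), where it no longer passed, and by 2.06 and 1.57 without control array 3. At an unadjusted p under 0.005, 230 probes differed in their kainate effect between 24 and 5 h, where chance gives 128. In 160 of the 230 the signed log2 fold change was higher at 24 h than at 5 h, and 2 passed an adjusted p under 0.05. At 24 h 34 of the changed probes in SG moved by more than 1 on the log2 scale, against 1 at 5 h and 1 at 72 h. The counts at 5 and 72 h also moved with single arrays. At 5 h 190 probes changed without kainate array 4 and 59 without kainate array 2, and at 72 h 94 changed without control array 2, 82 without kainate array 1 and 76 without kainate array 4.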

We utilize *in situ* hybridization (Fig 8) and immunofluorescence (Fig 7) to specify the localization of genes of interest or of proteins these genes encode for, as illustrated in Fig 9.

**Fig 9:**
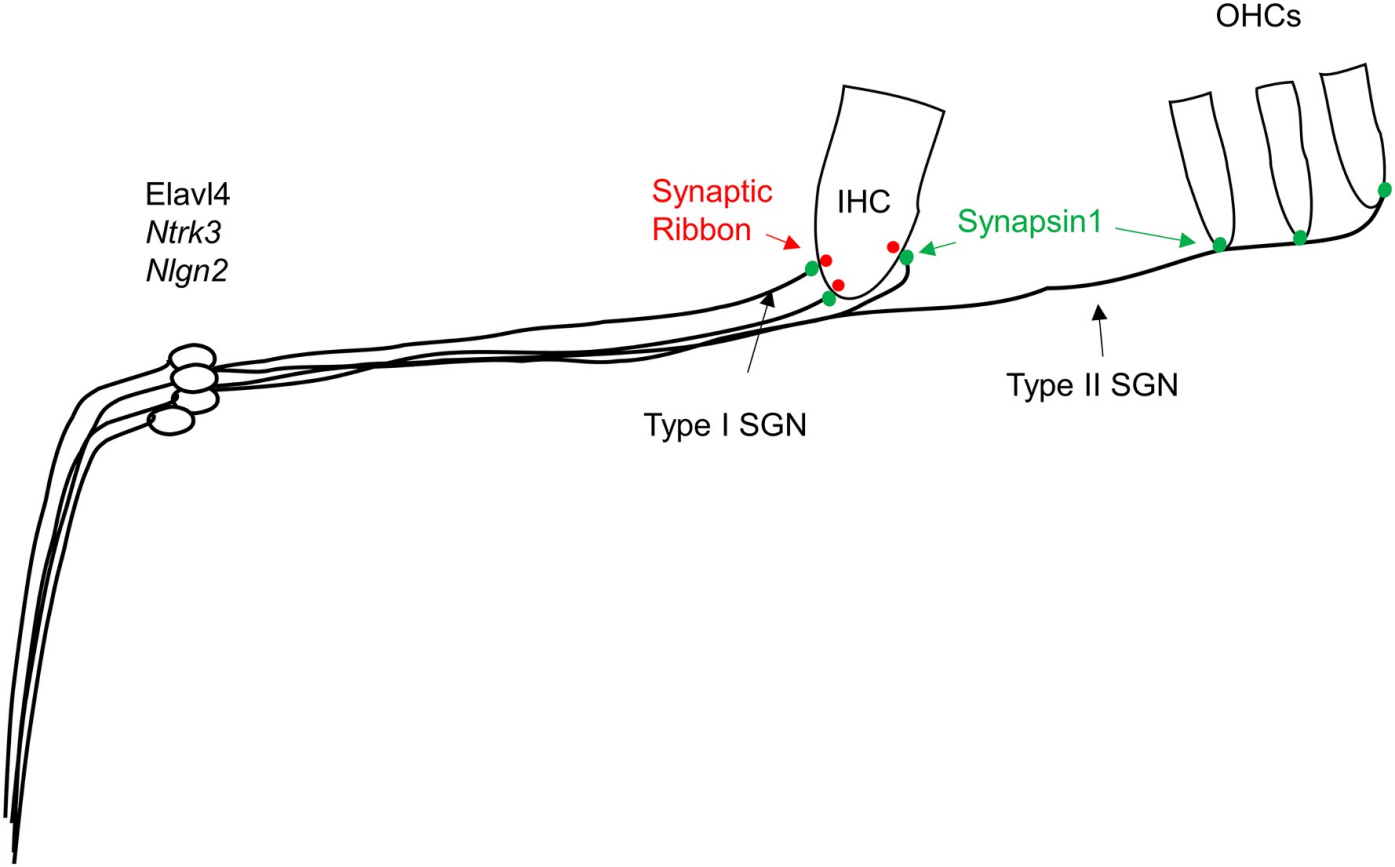
Schematic illustrating localization of genes of interest. ELAV-like protein 4, encoded by *Elavl4*, as well as *Ntrk3* and *Nlgn2* localize to the spiral ganglion area. Synapsin 1 (green), encoded by *Syn1*, was found to be present at the synapse between spiral ganglion neurons with inner and outer hair cells.

### Inflammatory/immune response and neuronal regeneration

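With all arrays macrophage markers had the highest median of the cell type lists in SG at 24 h, and without control array 2 fibroblast markers had it. Of 25 macrophage and leukocyte markers, 23 were higher after kainate, with Lyz2, a lysozyme, at 1.74 (unadjusted p = 0.00717 in limma), Cd52, a leukocyte surface antigen, at 1.57 (0.00463) and C1qc, a complement chain made by macrophages, at 1.27 (0.0227). The median log2 fold change of the list was 0.55 (camera adjusted p = 8.30e-07, and adjusted p = 0.579 with an estimated correlation), 0.52 with batch as a block and 0.20 without control array 2, where the list no longer passed. At an unadjusted p under 0.005, 1 marker rose and 24 did not pass (0 when adjusted over the list alone). Endothelial markers had a median of 0.31 (adjusted p = 4.48e-05, and adjusted p = 0.338 with an estimated correlation), 0.29 with batch as a block and 0.20 without control array 2. Fibroblast markers had a median of 0.41 (adjusted p = 0.00169, and adjusted p = 0.584 with an estimated correlation), 0.11 with batch as a block, where the list no longer passed, and 0.33 without control array 2. Complement components had a median of 0.14 (adjusted p = 0.0393, and adjusted p = 0.338 with an estimated correlation) and 0.17 with batch as a block. Of the fibroblast, endothelial and complement genes, 0 passed when adjusted over the list alone or over all probes in limma. In all, 9 of the 24 lists shifted in SG at 24 h, 8 of them up, against 3 without control array 2, 5 without kainate array 4 and 0 with an estimated correlation or with fry, both from limma.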

One of the conclusions from the gene families that were increased was the preponderance of genes in the inflammation/immune response family. The swelling and bursting of neural endings in response to excess glutamate triggers the expression of genes related to inflammation in the cochlea.

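At 5 h the chemokine and cytokine genes in SG had a median below 0 after kainate, and at 24 h a median of 0.12 (camera adjusted p = 0.00359, and adjusted p = 0.579 with an estimated correlation), which was 0.07 without control array 2, where the list no longer passed. At 24 h 1 of the 35 genes, Saa3, passed an unadjusted p under 0.005. Ccl3, a chemokine of macrophages, had a log2 fold change of -0.64 (unadjusted p = 0.00235 in limma) at 5 h and 0.71 (unadjusted p = 0.00757) at 24 h. Il1b was at -0.54 and 0.30, Tnf at -0.30 and 0.39, and Cxcl10 at -0.49 and 0.28. Of 35 genes in the list, 29 were lower at 5 h, 2 of them past an unadjusted p under 0.005 (2 when adjusted over the list alone, 0 when adjusted over all probes), and the median was -0.10 (camera adjusted p = 5.77e-05, and adjusted p = 0.338 with an estimated correlation). The median was -0.13 with batch as a block, -0.00 within the green batch and -0.26 within the purple batch, with 1 kainate array in each batch. The interferon-induced genes had a median of -0.11 at 5 h (adjusted p = 0.0120, and adjusted p = 0.730 with an estimated correlation). It was -0.07 with batch as a block, where it no longer passed, 0.15 within the green batch and -0.28 within the purple batch (0 genes when adjusted over the list alone). In the later phase Thy1, a surface protein of neurons, rose by 0.65 at 24 h (unadjusted p = 0.00163), and Nefm, a neurofilament, was at 0.93 and did not pass (unadjusted p = 0.00742). The neuron markers then had a median of 0.17 (adjusted p = 0.00665, and adjusted p = 0.579 with an estimated correlation), 0.17 with batch as a block and 0.08 without control array 2, where the list no longer passed (1 gene when adjusted over the list alone). From the gene ontology terms of the changed transcripts, the paper proposes that an inflammatory phase within hours is followed by a phase of neuronal regeneration.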

Neuronal regeneration in the inner ear after kainate treatment, as shown in the gene ontology analysis, appears to occur in 2 phases: the first phase (within hours after kainate treatment) represents inflammation and involves differential expression of genes related to cell migration and chemotaxis; the second phase (~24 h after kainate treatment) involves neuronal regeneration as reflected in changes in genes of nervous system development and cell communication.

The relationship of inflammation to regeneration has been recognized. One aspect of this relationship is the potentially beneficial effect of inflammatory response genes on nervous system regeneration. Indeed the lack of an inflammatory response can retard regeneration [28], and spinal cord regeneration has been noted in response to macrophage infiltration and cytokine release [29] prompting the theory that some of the elements recognized as immune mediators may play an additional role in the regenerative response. An example of that is the complement system, which has been shown to play a role in synaptic pruning [30]. Furthermore, cochlear supporting cells which surround auditory nerve fibers and are capable of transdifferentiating into hair cells express at baseline a pro-inflammatory cytokine, CXCL1 [31].

### Specific genes altered in neurogenesis and synaptogenesis

To clarify the mechanisms underlying the temporal changes in the biological processes after kainate treatment, we further investigated transcripts with significant changes over time. Some of these genes were increased significantly in the spiral ganglion or organ of Corti tissues (Table 1), whereas others were significantly changed at least 2 time points after treatment (Table 2). Genes with a known role in neurogenesis, synaptogenesis, neuronal growth, or axon guidance that were on the list of significantly changed genes included: *Sox21*, expressed in cochlear supporting cells and required for their development; *Nlgn2*, a gene required for synaptogenesis but not previously reported in the afferent auditory synapse; *Ntrk3*, the key receptor for cochlear neurotrophin, neurotrophin-3 (NT3) [32]; *Rgmb*, homologue of *Rgma* which has previously been shown to prevent fiber growth and synaptogenesis of afferent spiral ganglion neuronal fibers [7]; *Sema7a*, a guidance factor that has previously been shown to link neural regeneration to inflammation [33]; and *Syt8*, a synaptotagmin associated with calcium-mediated vesicle formation (Table 1). By contrast, downregulated *Syt8* at 24 h after kainate treatment is not easy to understand without invoking post-transcriptional and post-translational modifications. 

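Syt8 lay close to background on these arrays, with a mean log2 signal of 7.59 over all 38. It was at 0.11 (standard error 0.07) in SG at 5 h and -0.10 (standard error 0.08) at 72 h, and at -0.15 and -0.21 in OC at 5 and 24 h, on the log2 scale. The kainate effect in SG at 24 h lay below that at 5 h by a difference of -0.37 (adjusted p = 0.395 in limma).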

Genes with significant changes at 2 different time points after kainate treatment included: *Elavl4*, an RNA-binding protein; *Ppp1r1c*, part of a phosphatase expressed in sensory neurons; *Psd2*, a guanine nucleotide exchange factor found in the brain; and *Syn1*, a protein involved in synaptic vesicle release (Table 2). Based on these lines of evidence, it is likely that upregulated expression of these proteins may contribute to neuronal regeneration at 24 h.

The expression and functions of *Elavl4*, *Ppp1r1c*, and *Psd2*, which showed significant changes at both 5 and 24 h after kainate treatment (Table 2), have not been previously explored in the inner ear. Furthermore, while *Syn1* was previously described in the ear by western blot [34], its precise intracellular localization has not been reported. All demonstrated a significant decrease in expression at 5 h, followed by a significant increase in expression at 24 h—this expression pattern correlates closely with the neuronal regeneration process observed histologically. Immunofluorescent studies confirmed the expression of *Elavl4* and *Syn1* expression in the spiral ganglion and/or organ of Corti of P4 neonatal and 8-week old mice. The hubs of the network containing *Elavl4* and *Syn1*, BCL2 and NFkB (Fig 6A), are known to play critical roles in neuronal survival [35]. In addition, the hub of the network containing *Ppp1r1c* is ß-catenin, CTNNB1, the intracellular mediator of the WNT pathway, which plays a critical role in cochlear progenitors as well as neurogenesis [36, 37] and synapse formation [38]. Protein phosphatase 1 regulatory subunit 1C is highly expressed in the primary sensory neurons of rat dorsal root ganglion and inhibits neurite growth in primary sensory neurons by maintaining TGF-ß/Smad signaling [39]. *Elavl4* encodes ELAV-like protein 4 (alias HuD), an RNA-binding protein responsible for pre-mRNA processing, mRNA stability, and translation. Through its ability to regulate mRNA metabolism of diverse groups of functionally similar genes, ELAV-like protein 4 mediates neuronal development [40]. ELAV-like protein 4, by its linkage to BCL2 and NFkB, is likely to regulate interacting molecules such as F-actin, GSN (gelsolin), and/or Rac. The connection to BCL2 and NFkB also suggests an anti-apoptotic effect [41–43]. Its direct interaction with *Bdnf* mRNA may facilitate location- and activity-specific neuronal BDNF synthesis [25]. *Syn1* (synapsin 1) is abundant in mature mammalian neurons [44]. In addition to controlling the transition of synaptic vesicles from the reserve pool to the readily releasable pool through a phosphorylation-dependent regulation of vesicle-actin interactions [45–47], synapsin I promotes neurite outgrowth and neuronal survival when released via glia-derived exosomes [48].

The biological roles of these upregulated genes after kainate treatment can be generally classified into 5 categories, including neurogenesis (*Elavl4* and *Sox21*), neural outgrowth (*Ntrk3* and *Ppp1r1c*), axonal guidance (*Rgmb* and *Sema7a*), synaptogenesis (*Nlgn2* and *Psd2*), and synaptic vesicular function (*Syt8* and *Syn1*).

#### Neurogenesis

As shown in Fig 6A, *Elav4* is linked to BCL2 and NFkB, and could play a regulatory role in neuronal regeneration by regulating apoptosis in the inner ear, or regulating interacting molecules such as F-actin, GSN (gelsolin), and/or Rac.

*Sox21* is an exception in that it is the only neurogenesis gene that we found upregulated in the organ of Corti [49, 50]. 

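Sox21 has 3 probes on the array. One had a log2 signal of 9.65 ± 0.19 (SD, n = 4) after kainate and 9.18 ± 0.09 (SD, n = 3) in control OC at 5 h, a rise with a standard error of 0.13. Its unadjusted p in limma was 0.00121. The other probes rose by 0.20 and 0.05 and did not pass. The rise of the first was 0.51 with batch as a block. It was 0.41 within the green batch and 0.77 within the purple batch, with 1 kainate and 1 control array in each. Without control array 1, control array 3 or kainate array 1 the first probe no longer passed. At 24 h it was at 0.29 in OC and at 72 h at -0.06.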

*Sox21* is expressed in supporting cells at P1 [51]. The organ of Corti at P1 undergoes regeneration of hair cells and this can occur in response to damage [52]. 

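Several transcripts passed an unadjusted p under 0.005 at 5 h with a rise, but fewer probes changed than chance gives for independent arrays. Kainate and control arrays of one replicate number were correlated at 5 h, which can lower the counts. Other groupings of the arrays that part all such pairs gave 26 to 84 probes in SG and 42 to 88 in OC. With 8 such groupings in each tissue, the real one included, they are too few to decide. In SG 100 probes changed and in OC 35, where chance gives 128 in each, and 0 passed an adjusted p under 0.05 in limma. In SG Dct, a melanocyte enzyme, rose by 1.29 on the log2 scale and Sirt6, a histone deacetylase, by 0.36 (its 2 other probes were at 0.13 and -0.14), and in OC 18 probes rose, with Sox21 at 0.48. Among the 30 SG probes that rose at 5 h in limma, Fosb had the smallest p of the immediate early genes (unadjusted p = 5.20e-05).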

*Sox21* is also the only RNA that comes up at 5 h—this early response in the newborn animal could be an attempt to initiate neurogenesis in response to damage.

#### Neural regeneration and survival

*Ntrk3* (encoding neurotrophic tyrosine kinase receptor type 3, alias TrkC) is the receptor for NT-3, a key factor for neural regeneration. NT-3/TrkC has been shown to promote spiral ganglion neuronal survival in the inner ear [53]. BDNF and NT3 increase regeneration—this suggests that the response is specific to regeneration [32, 54]. NT-3/TrkC has been shown to promote spiral ganglion neuronal survival in the inner ear [53]. We did not find an increase in NT-3, but we did find that the receptor increased its expression. This could play a role in the survival of the damaged neurons and in their response to the gradient of neurotrophins.

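Ntrk3, which encodes the receptor of NT-3, is read by 4 probes, and 1 of them passed the threshold in SG at 24 h, with a signal near background. A further probe rose by 0.37 (unadjusted p = 0.00591 in limma), and the other probes were at 0.07 and -0.02 on the log2 scale. In SG at 5 and 72 h the probe that passed was at 0.08 and -0.09. No probe on the array carries the gene symbol of NT-3, so its level cannot be given. Bdnf, another neurotrophin of the cochlea, was at -0.02, -0.05 and 0.02 at its 3 probes in SG at 24 h. The neurotrophic factors and receptors, 24 in number, had a median of 0.01 at 24 h and did not shift (camera adjusted p = 0.831).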

*PPP1r1c* could inhibit neurite growth in primary sensory neurons by maintaining TGF-ß/Smad signaling [39].

#### Axonal guidance

*Rgmb* (encoding repulsive guidance molecule family member B) is an axonal growth modulator. Binding of repulsive guidance molecules (RGMs) to neogenin can regulate neurite growth and axonal guidance [55, 56]. Upregulated expression of RGMb has been reported in response to nervous system injury [57]. Its upregulation promotes neurite outgrowth in the sensory dorsal root ganglion and could contribute to BMP signaling in the repair process [58]. This reproduction of the embryonic pattern of inhibition may prevent regrowth of neurons. Our previous work has suggested [7] that inhibitory guidance molecules may prevent the growth of spiral ganglion neurons to hair cells.

*Sema7a* (encoding semaphorin7A) is one of the semaphorins involved in inflammation—it is a link between inflammation and neural regeneration based on cornea [33, 59]. It is upregulated by TGF and BMP [60] and so could be related to the upregulation of RGMb. Semaphorin7A is expressed in many different organ systems, and has been implicated in a wide variety of biological processes, including bone and immune cell regulation, neuron migration, and neurite growth [59].

#### Synaptogenesis

*Nlgn2* (encoding neuroligin-2), is expressed in the membranes of postsynaptic cells and plays a role in synaptogenesis. Neuroligin family members are components of new synapses and are important in cognition for generating new synapses [61]. Neuroligins bind to their presynaptic partners, neurexins, contributing to synapse formation, maturation, and specification [62].

*Psd2* (Pleckstrin and Sec7 domain-containing protein 2, also known as EFA6C) belongs to the EFA6 family of guanine nucleotide exchange factors. *In situ* hybridization of mouse brain sections revealed *Psd2* RNA predominantly in mature Purkinje cells of the cerebellum and the epithelial cells of the choroid plexus [63]. EFA6 proteins can activate ARF6, which is a component of the post-synaptic complex of glutamate synapses. Regulation of its level and expression is associated with synaptogenesis and in directing axon transport and growth [64]. PSD2 might also exert its effects on the spiral ganglion via the interferon γ pathway (Fig 7), as interferon γ can have a neuroprotective function by inducing neurotrophic growth factor production in activated astrocytes [65].

#### Synaptic vesicular function

*Syt8* (encoding synaptotagmin 8) is a member of the calcium sensing proteins involved in vesicular transport and is expressed in neurons and endocrine cells [66], yet its exact function in the synapses remains unclear. It plays a role in calcium-induced membrane fusion during the acrosome reaction. *Syt8* is a member of the calcium sensing proteins involved in vesicular transport and is expressed in neurons and endocrine cells [66], yet its exact function in the synapses remains unclear.

*Syn1* (encoding synapsin 1) is abundant in mature mammalian neurons [44]. Although we have used synapsin 1 as a marker of synapses *in vitro* [67], its localization and function in the inner ear remain unclear. 

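Syn1, which tethers synaptic vesicles, had a log2 signal of 8.57 ± 0.26 (SD, n = 3) after kainate and 8.07 ± 0.30 (SD, n = 2) in control SG at 24 h, a rise of 0.49 (standard error 0.15). At 5 h it was at 9.17 ± 0.19 (SD, n = 4) and 9.56 ± 0.15 (SD, n = 4), a change of -0.39. The rise at 24 h was 0.58 with batch as a block and 0.28 without control array 2, 0.41 without kainate array 4 and 0.43 without kainate array 3, where it no longer passed an unadjusted p under 0.005 in limma. At 5 h Syn1 no longer passed with batch as a block (-0.35), nor without control array 1 (-0.34) or 4 (-0.35) or kainate array 2 (-0.34) or 3 (-0.33). A further Syn1 probe was at -0.51 at 5 h and 0.34 at 24 h (unadjusted p = 0.104). Syp, another vesicle protein, rose by 0.63 at 24 h (unadjusted p = 0.00316). The synaptic vesicle genes as a list, 38 without Syn1, had a median of 0.02 at 24 h and did not shift (camera adjusted p = 0.264), with 1 gene past an unadjusted p under 0.005 (0 when adjusted over the list alone). Synapse organizers and postsynaptic scaffold genes had a median of -0.01 and glutamate receptor genes of -0.01.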

The surge in synapsin 1 expression at 24 h may contribute to synaptic regeneration.

## Conclusion

In conclusion, we demonstrated that the effects of kainate are tissue-specific in the inner ear, resulting in a two-phase response in the spiral ganglion: an acute response consistent with inflammation, followed by an upregulation of neural regeneration genes, and that neuroinflammation may contribute to neurogenesis. Prominent genes upregulated at several time points included genes with roles in neurogenesis (*Elavl4* and *Sox21*), neural outgrowth (*Ntrk3* and *Ppp1r1c*), axonal guidance (*Rgmb* and *Sema7a*), synaptogenesis (*Nlgn2* and *Psd2*), and synaptic vesicular function (*Syt8* and *Syn1*). Our results provide insight into candidates that could be targeted to enhance regeneration in diseased ears in the future and motivate a future study based on single-cell RNAseq to identify specific cell types that undergo changes in gene expression.

## Supporting information

S1 Table

# Supplementary material for: Altered expression of genes regulating inflammation and synaptogenesis during regrowth of afferent neurons to cochlear hair cells
**Source:** PLoS One. 2020 Oct 1;15(10):e0238578. doi: 10.1371/journal.pone.0238578
**Supplement:** S1 Table

| **x-axis** |
| --- |
| OC_5h_KA_4 |
| OC_24h_CTRL_4 |
| OC_24h_KA_4 |
| OC_5h_CTRL_3 |
| OC_5h_KA_3 |
| OC_5h_CTRL_1 |
| OC_5h_KA_1 |
| OC_5h_KA_2 |
| OC_5h_CTRL_2 |
| OC_24h_KA_3 |
| OC_24h_CTRL_3 |
| OC_24h_CTRL_2 |
| OC_24h_CTRL_1 |
| OC_72h_KA_3 |
| OC_72h_CTRL_3 |
| OC_72h_KA_4 |
| OC_72h_CTRL_4 |
| OC_72h_KA_2 |
| OC_72h_CTRL_2 |
| SG_72h_CTRL_2 |
| SG_72h_KA_3 |
| SG_72h_CTRL_4 |
| SG_72h_KA_4 |
| SG_72h_KA_1 |
| SG_72h_CTRL_3 |
| SG_24h_CTRL_2 |
| SG_24h_KA_1 |
| SG_24h_CTRL_3 |
| SG_24h_KA_3 |
| SG_24h_KA_4 |
| SG_5h_CTRL_4 |
| SG_5h_KA_4 |
| SG_5h_KA_2 |
| SG_5h_CTRL_2 |
| SG_5h_KA_3 |
| SG_5h_CTRL_3 |
| SG_5h_KA_1 |
| SG_5h_CTRL_1 |

| **y-axis** |
| --- |
| SG_5h_CTRL_1 |
| SG_5h_KA_1 |
| SG_5h_CTRL_3 |
| SG_5h_KA_3 |
| SG_5h_CTRL_2 |
| SG_5h_KA_2 |
| SG_5h_KA_4 |
| SG_5h_CTRL_4 |
| SG_24h_KA_4 |
| SG_24h_KA_3 |
| SG_24h_CTRL_3 |
| SG_24h_KA_1 |
| SG_24h_CTRL_2 |
| SG_72h_CTRL_3 |
| SG_72h_KA_1 |
| SG_72h_KA_4 |
| SG_72h_CTRL_4 |
| SG_72h_KA_3 |
| SG_72h_CTRL_2 |
| OC_72h_CTRL_2 |
| OC_72h_KA_2 |
| OC_72h_CTRL_4 |
| OC_72h_KA_4 |
| OC_72h_CTRL_3 |
| OC_72h_KA_3 |
| OC_24h_CTRL_1 |
| OC_24h_CTRL_2 |
| OC_24h_CTRL_3 |
| OC_24h_KA_3 |
| OC_5h_CTRL_2 |
| OC_5h_KA_2 |
| OC_5h_KA_1 |
| OC_5h_CTRL_1 |
| OC_5h_KA_3 |
| OC_5h_CTRL_3 |
| OC_24h_KA_4 |
| OC_24h_CTRL_4 |
| OC_5h_KA_4 |

How the deposited data were processed for this re-analysis (not part of the article)

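RNA of cochlear explants from newborn mice was measured on 38 bead arrays, 19 of the spiral ganglion (SG) fraction and 19 of the organ of Corti (OC) fraction, at 5, 24 and 72 h after kainate or in control explants. Tissue, time, treatment and replicate number were taken from the sample names. The 12 groups hold 2 to 4 arrays each, with a mean of 3.17. Array batch was read from the colour bar of Fig 2 of the paper, which shows 5 colours.

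The authors deposited 3 kinds of values. The deposited raw signal intensities are on a linear scale, not normalized between arrays and without subtraction of background, with an array median between 191 and 284. The authors' normalized values are on a log2 scale. They were checked against the raw signals, and taking log2 and quantile normalizing between all arrays gave the deposited values to within 4.99e-09. The deposited series matrix holds the same values, with a largest difference of 0. The detection p-value that the authors deposited for each probe and array compares its signal with control beads, and was used to call probes present or above background. The normalization method and the scanner software are not given in the sources used here. The labels name limma, and its version is not given in the sources used here. Between 10043 and 12171 of 25697 probes were detected per array at a detection p under 0.01, and the other probes of an array lie near background.

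All 25697 probes were tested. Of these, 23978 carry 1 gene symbol, 0 carry several and 1719 carry none, for 16593 genes. The gene identifiers of the probes were looked up in a RefSeq table, where 23962 were found and 16 were not, and 0 symbols changed.

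Linear models were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 38 arrays and moderation of the variances (residual degrees of freedom 26, prior degrees of freedom 5.36). The contrasts were kainate minus control in each tissue at each time, the difference between these effects in SG at 24 and 5 h and between SG and OC at each time, and SG minus OC in control explants. A probe was counted as changed at an unadjusted p under 0.005, the threshold of the paper, and the number at an adjusted p under 0.05 (Benjamini-Hochberg over all probes) was taken beside it. For SG against OC in control explants the adjusted p was used. Where a group was left with 1 array, that array was assumed to vary as those of the other groups do.

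Gene groups were tested with camera, from limma, at a preset correlation between genes of 0.01 and with an estimated correlation, and with fry, which tests movement one way and not against other genes. The 24 lists hold 662 genes, 592 of them with a probe, and each gene was read by its probe of highest mean signal. They hold markers of neurons, hair cells, supporting cells and epithelium, Schwann and satellite glia, macrophages and leukocytes, fibroblasts, endothelium and pericytes, cartilage and bone, and red blood cells. The others hold chemokines, cytokines and NF-kB targets, interferon-induced genes, complement, immediate early genes, nerve injury and regeneration genes, p53 and cell death genes, ER stress genes, axon guidance genes, synaptic vesicle genes, synapse organizers, glutamate receptors, neurotrophic factors and receptors, cell cycle genes, TGF-beta and BMP response genes, and mitochondrial respiratory chain genes. The p-values of the 144 list tests were adjusted together. Mbp, Aif1, Cd52 and Ccl3, coloured in the networks of Fig 6, are members of lists, and the genes of Tables 1 and 2 are not.

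Arrays were compared by Pearson r over the 1000 most variable probes, with 500 and 5000 probes and with Spearman correlation as alternatives, and tested by 1e+05 permutations of the labels. The smallest p these can give is 1e-05. Replicates of a group had an r between 0.981 and 0.994 over all probes, and 0 of 44 pairs were identical.

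The genes named in the text are those the paper names, including the coloured genes of Fig 6, up to 8 largest rises and 8 largest falls per comparison among probes past the threshold and above background on at least 2 arrays of a group, and up to 4 members of smallest p in each list. A gene with several probes was named by the probe of highest mean signal, and for genes of the paper all probes were read. The values in Tables 1 and 2 and Fig 4 had been seen when this rule was set, and genes named outside it are said to be so.

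Alternatives to these choices were the raw signals quantile normalized, background correction with neqc at an offset of 16, the series matrix, probes above background alone, replicate number as a block, batch as a fixed or random block, arrays of the same tissue or of the 2 groups alone, array weights, an ordinary contrast without moderation, marker levels as covariates, and leaving out each array in turn. Array pairs of SG and OC with the same time, treatment and replicate number had residuals correlated above 0.1 in 16 of 16 pairs (0.218 to 0.688, median 0.388), and were taken to come from the same explants. Explant was therefore tried as a random block for SG against OC in control explants. The differences between the kainate effects in SG and OC were tested without it. Kainate and control arrays of one replicate number at 5 h had residuals correlated above 0.1 in 4 of 4 pairs in SG (0.227 to 0.486, at most 0.0653 with another number) and in 3 of 3 in OC (0.296 to 0.322, at most 0.0911), so the numbers were taken from the data to pair the arrays at 5 h. The main fit does not use these pairs. Replicate number as a block fits 1 effect per number, shared by both tissues and all times. What a number stands for is not given in the sources used here.

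The procedure was tested on simulated data of this size, with 200 changed probes per comparison. In SG at 24 h it recovered 38.8% of changes of 0.4, 89.6% of changes of 0.8 and 93.9% of changes of 1.2 on the log2 scale at an unadjusted p under 0.005, and in the 6 comparisons it called 114 to 153 unchanged probes. A simulated shift of 0.3 in 1 list was recovered, and 0 of the 143 other list tests were called. The simulated noise was independent between probes and arrays, without batches or pairs. It therefore cannot test the list p-values of real arrays, where genes move together. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9, and random blocks were estimated with statmod 1.5.0. The histology, in situ hybridization and immunofluorescence of the paper have no deposited values and were left out, as were the gene ontology and network analyses, whose program is not available here.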

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

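The other fits of the differences of Art3 and of lists, and the tests of batch, of OC tissue and of a response in both tissues for the immune genes in SG at 24 h, and the tests for the genes that rose in OC at 72 h, were chosen after the results were seen.

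Single arrays stood apart from the other arrays of their group in 6 of 80 groups and measures tested, and chance sets apart about 1 in 20 groups, or 4 here. Schwann cell markers had a mean log2 signal of 8.56 on OC control array 3 at 24 h, against 8.37 to 8.40 on the others. Sema7a was at 8.76 on OC control array 4 at 24 h, against 8.23 to 8.30. Neuron markers were at 9.44 on OC kainate array 3 at 5 h, against 9.33 to 9.34. In SG at 5 h, supporting cell markers were at 10.7 on control array 3, against 10.8 to 10.9, Ntrk3 at 8.66 on control array 4, against 8.16 to 8.2, and Sox21 at 8.40 on kainate array 4, against 8.80 to 8.85.

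Kainate effects in SG differed between 24 and 5 h by a test of the difference itself. For Art3 the difference was 1.63 and 1.23 at 2 of 3 probes (adjusted p = 0.0341 for each in limma), with 0 probes past the adjusted p with batch as a block, where Art3 was at 1.33 and 1.15, or without SG control array 2, where it was at 1.19 and 0.90 (unadjusted p = 0.000457 and 0.000372). For lists tested with camera, the median difference was 0.50 for neuron markers (adjusted p = 3.44e-09, and adjusted p = 0.0791 with an estimated correlation) and 0.45 for interferon-induced genes (2.87e-12 and 0.0791). It was 0.51 for macrophage markers (1.43e-05 and 0.595), 0.60 for fibroblast markers (0.000395 and 0.540) and 0.29 for endothelial markers (0.000929 and 0.511). For chemokines and NF-kB targets it was 0.19 (2.34e-06 and 0.194) and for synaptic vesicle genes 0.088 (0.0147 and 0.212). With an estimated correlation 0 of these lists passed. Without SG control array 2 macrophage markers at 0.21 and endothelial markers at 0.16 no longer passed (adjusted p = 0.411 and 0.210), and interferon-induced genes were at 0.26, and with batch as a block fibroblast markers were at 0.34.

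Kainate effects also differed between SG and OC, again by a test of the difference. At 5 h neuron markers differed by -0.24 (camera adjusted p = 1.97e-06, and adjusted p = 0.167 with an estimated correlation), synaptic vesicle genes by -0.081 (0.000921 and 0.0791) and mitochondrial respiratory chain genes by -0.061 (0.0367 and 0.595). At 24 h the differences were 0.11 for neuron markers (0.0225 and 0.595), -0.26 for supporting cell markers (0.00699 and 0.496), 0.38 for macrophage markers (0.000339 and 0.626), 0.21 for endothelial markers (0.0367 and 0.626) and 0.26 for interferon-induced genes (0.000647 and 0.583). None of them passed with an estimated correlation. Without SG control array 2 none of the 5 at 24 h passed, with 0.13 for neuron markers (adjusted p = 0.290), -0.18 for supporting cell markers (0.290), 0.17 for macrophage markers (0.678), 0.055 for endothelial markers (0.653) and -0.088 for interferon-induced genes (0.972). With batch as a block supporting cell markers were at -0.064 (adjusted p = 0.874) and endothelial markers at 0.21 (adjusted p = 0.174) and no longer passed, and neuron markers were at 0.19. At 5 h synaptic vesicle genes were at -0.13 with this block.

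Among transcripts the paper does not discuss, 7 probes in SG at 24 h passed an adjusted p under 0.05 in limma, namely Slc38a5 at 1.5 (adjusted p = 0.00437), Art3 at 1.41 and 1.02 (0.00550 and 0.00649), Col3a1 at 1.49 (0.00550), Phf11a at 0.69 and 0.62 (0.00726 and 0.0439) and Otoa at 1.13 (0.0331). Each was higher than both control arrays on 3 of 3 kainate arrays, which choosing them by small p on these arrays makes likely, and the control signals lay near background. Without control array 2 the differences of Art3 were 0.98 and 0.68, of Slc38a5 1.16 and of Col3a1 1.34, and without control array 3 they were 1.85 and 1.35, 1.84 and 1.65. No batch holds both treatments in SG at 24 h, and with batch as a fixed block 0 probes passed the adjusted p, with 310 at an unadjusted p under 0.005. The other probes of Col3a1, Otoa, Art3 and Phf11a were at 0.30, 0.10, 0.09 and -0.02. Large changes that missed it were Tmem14c at 2.59 in OC at 5 h, Oc90 at 2.88 and Vmo1 at 2.62 and 3.07 in OC at 72 h, and Txnip at 1.40 in SG and 1.71 in OC at 24 h. Tmem14c was at 1.36 without control array 3, and its 2 other probes were at 0.37 and 0.20 (unadjusted p = 0.0831 and 0.0521). Lists outside the paper's discussion shifted as well. Synaptic vesicle genes in SG at 72 h had a median of -0.10 (camera adjusted p = 0.0206, and adjusted p = 0.338 with an estimated correlation), and interferon-induced genes in OC at 5 h of -0.13 (2.63e-05 and 0.436). In OC at 24 h red blood cell transcripts, with only 1 of 8 genes above background, were at -0.19 (0.00169 and 0.0417), interferon-induced genes at 0.11 (0.0115 and 0.730), ER stress genes at -0.16 (0.00665 and 0.599) and fibroblast markers at 0.21 (0.0382 and 0.809).

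Elavl4, Syn1, Psd2 and Arpp21 were lower at 5 h and higher at 24 h in SG after kainate. A batch effect that all groups share is argued against as the whole of it. With batch as a block these genes were at 0.61, 0.58, 0.48 and 0.67 at 24 h, against 0.62, 0.49, 0.61 and 0.63 without. Elavl4 and Psd2 no longer passed, Elavl4 as its standard error went from 0.19 to 0.20 and Psd2 (0.19 and 0.21) as its value fell. No batch holds both treatments in SG at 24 h, so the block takes batch effects from other groups. A batch effect particular to SG at 24 h cannot be told apart from kainate. The test set beforehand, on the probes of highest mean of Elavl4, Syn1, Psd2 and Ppp1r1c, of which Ppp1r1c does not show the pattern, gave a median of 0.48 and a ratio of 0.975 with the block. A different share of neurons in the arrays may explain it, since detected neuron markers moved the same way, at -0.29 over 24 genes at 5 h and 0.22 over 19 genes at 24 h. Organ of Corti tissue in an SG control array at 24 h cannot be told apart, because detected hair cell and supporting cell markers had a median of -0.19, and of 0.10 without control array 2, without which Elavl4 was at 0.43, Syn1 at 0.28, Psd2 at 0.52 and Arpp21 at 0.68, and a change of transcription within neurons stays open and was not tested.

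Detected immune, interferon-induced and stromal genes were higher in SG at 24 h, with a median of 0.52 over 64 genes. Detected genes are those above background on at least 2 arrays of a group. With 3 kainate and 2 control arrays this favours genes that are high after kainate. Over all genes of a list the median was 0.33 for interferon-induced genes, 0.55 for macrophage, 0.31 for endothelial and 0.41 for fibroblast markers. A batch effect that all groups share is argued against as the whole of it, since the ratio of the median with batch as a block to that without was 0.879. Detected macrophage genes were at 0.60 without and 0.54 with the block and interferon-induced genes at 0.70 and 0.77. Batch may account for most of the rise of fibroblast genes, at 0.43 and 0.12. No batch holds both treatments in SG at 24 h, so a batch effect particular to SG at 24 h cannot be told apart from kainate. Organ of Corti tissue in SG control array 2 may contribute, since without this array the median was 0.22, at a ratio of 0.424. Such tissue alone leaves a part open, as the level on control array 2 would need a share of 34.4% by hair cell markers, 23.1% by fibroblast markers and 107% by macrophage markers, judged against 1 other control array. A response of the explants in both tissues may also contribute, since detected genes of the same lists had a median of 0.21 over 43 genes in OC at 24 h and of 0.20 with batch as a block, though over all genes of a list the block took interferon-induced genes in OC from 0.11 to 0.04 and macrophage markers from 0.08 to -0.01.

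Vmo1, Oc90 and Slc26a4 were among the largest rises in OC at 72 h. They are higher in SG than in OC controls at 72 h, by 4.62, 5.24 and 3.27, so SG tissue in the OC arrays would raise them more than the 100 probes of largest SG excess (1.68), which had a median of 0.08 in OC, a ratio of 0.0748 to the median of 1.03 of the 8 largest rises. An even share of such tissue is argued against for these 3, since it would need to be 31.5%, 17.3% and 14.7%, at which the 100 probes would rise by 0.76, 0.47 and 0.40, while for Wfdc3 and Sostdc1, also among the 8, 5.83% and 5.06% would do and this stays open. Uneven dissection of single parts of the cochlear wall may explain them, since the widest range between OC control arrays of one time exceeded the rise in 6 of the 8 genes, with a median ratio of 1.09, and Vmo1 ranged from 8.10 to 13.52 between OC control arrays at 24 h. Between OC control arrays at 72 h itself the range exceeded the rise for Vmo1 (3.65 against 3.07) and for none of the others. Oc90 had a range of 2.71 against a rise of 2.88, and Slc26a4 of 0.39 against 1.18. A response to kainate stays open, as within the black and pink batches Vmo1 rose by 3.98 and 4.63 and Slc26a4 by 0.67 and 1.19. Each of these batches holds only 1 kainate and 1 control array of OC at 72 h. For Vmo1 they leave out the highest control array, at 12.12, against 12.44 on the lowest kainate array.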

How the results depend on the processing

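The setting without both SG control arrays 2, hair cell and supporting cell level as a covariate in lists, SG fraction level as a covariate in OC and the power of 10 scale of Tables 1 and 2 were chosen after the results were seen.

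Probes that differ between SG and OC in control explants, 5947, numbered 5524 to 6875 under the alternatives. The separation of the arrays by tissue lay between 0.104 and 0.492, by time between 0.0370 and 0.121, by batch between 0.0146 and 0.0373 and by treatment between -0.00847 and -0.00326, each on the same side of its threshold with 500 or 5000 probes, Spearman correlation and neqc. More probes changed in SG at 24 h than at 5 or 72 h in each setting that was run for all times, with the closest counts at 115 against 105 with neuron marker level as a covariate. Raw signals quantile normalized and the series matrix gave the same counts. Signal over background limits OC and the late SG most, where 28.6% to 40.9% of the changed probes were above background, against 80.0% and 78.0% in SG at 5 and 24 h.

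In SG at 5 h the count of 100 was 174 with array weights. In SG at 24 h the count of 282 was 177 with the arrays of the 2 groups, 181 with an ordinary contrast, 115 with neuron marker level and 129 with hair cell and supporting cell level as a covariate, and 120 without both control arrays 2. In SG at 72 h the count of 46 was 76 with neqc, 97 and 81 with batch as a fixed and as a random block, 5 with the arrays of the 2 groups, 29 with array weights, 94 without both control arrays 2 and 11 among probes above background. In OC at 5 h the count of 35 was 53 with neqc, 56 with batch as a fixed block, 54 with array weights, 62 with an ordinary contrast and 9 above background. In OC at 24 h the count of 70 was 115 with replicate number as a block and 20 above background, and at 72 h the count of 66 was 28 with the arrays of the 2 groups and 24 above background. Fewer probes are tested above background, and fewer arrays give the spread with 2 groups. For the other settings the cause was not tested.

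In OC 0 probes changed at 2 or more times in limma, and the number was 1 with neqc, batch as a random block or arrays of the same tissue, 3 with replicate number as a block and 4 with an ordinary contrast. In SG it was 8, and 2 with the arrays of the 2 groups. SG probes lower at 5 h and higher at 24 h, 5 with all arrays, numbered 6 with batch as a random block, 3 with a fixed block or neqc, 1 with the 2 groups and 0 with arrays of the same tissue or an ordinary contrast. Of 3 probes shared by the tissues, 1 was found with arrays of the same tissue or an ordinary contrast. The probes whose effect differs between SG and OC numbered 19, 44 and 12 at 5, 24 and 72 h above background, and 65 at 72 h with replicate number as a block. The cause was not tested.

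Lists depended on the correlation between genes, on the kind of test and on single arrays. With an estimated correlation 1, 0 and 0 lists shifted in SG at 5, 24 and 72 h, and 0 and 1 in OC at 5 and 24 h, and with fry 0, 0, 0, 0 and 1, against 6, 9, 1, 1 and 4 with the preset correlation. In SG 3 lists shifted at 24 h and 2 at 72 h without both control arrays 2, and 2 at 72 h with hair cell and supporting cell level as a covariate. In OC at 5 h 3 shifted above background and 2 with batch as a fixed block, at 24 h 2 with replicate number as a block, and at 72 h 1 above background, where camera gave 0 with all probes. Supporting cell markers in SG at 24 h, with a median of -0.12, were at -0.0036 with batch as a fixed block, where camera placed them on the upward side. The cause was not tested.

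Leaving out 1 array at a time gave 59 to 190 probes in SG at 5 h (59 without kainate array 2, 190 without kainate array 4), 117 to 581 at 24 h (117 without control array 2, 141 without kainate array 4, 581 without control array 3) and 58 to 94 at 72 h (76 without kainate array 4, 82 without kainate array 1, 94 without control array 2). In OC it gave 38 to 59 at 5 h (59 without kainate array 1), 62 to 188 at 24 h (188 without kainate array 3) and 48 to 130 at 72 h (105 without kainate array 2, 130 without kainate array 3). Of the probes whose effect differs between 24 and 5 h in SG, 230 with all arrays, there were 103 to 508 (103 without control array 2 and 508 without control array 3 at 24 h, 147 without kainate array 2 and 398 without kainate array 4 at 5 h). Between SG and OC there were 34 to 91 at 5 h (91 without SG kainate array 4), 66 to 233 at 24 h (233 without SG control array 3) and 27 to 74 at 72 h (27, 64 and 69 without OC kainate arrays 4, 2 and 3, 72 without SG control array 2, 74 without SG kainate array 4), against 51, 95 and 42 with all arrays.

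For lists, 3 to 8 shifted in SG at 5 h (3 without kainate array 2), 3 to 11 at 24 h (3 without control array 2, 5 without kainate array 4) and 0 to 3 at 72 h (0 without control array 4, 2 without control array 2 or 3, 3 without kainate array 1). In OC it was 1 to 3 at 5 h (2 without control array 1 or 2 or kainate array 3, 3 without kainate array 2), 2 to 4 at 24 h (2 without control array 1) and 0 to 1 at 72 h (1 without control array 3 or 4 or kainate array 2).

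Of 115 values past the threshold for named genes, 115 stayed past it with the raw signals or the series matrix, 83 with neqc, 96 with replicate number as a block, 88 and 106 with batch as a fixed and as a random block, 74 with arrays of the same tissue, 51 with the 2 groups, 90 with array weights and 48 with an ordinary contrast, and 18 stayed past it whichever array was left out. Of 57 in SG at 24 and 72 h 14 stayed without both control arrays 2, and of 32 in OC 18 stayed with SG fraction level as a covariate. The direction of 0 of them reversed. Of 21 lists past the threshold, 20 stayed with neqc, 18 with replicate number as a block, 16 with batch as a fixed block, 2 with an estimated correlation, 1 with fry and 3 whichever array was left out. Replicate numbers pair kainate with control arrays at 5 h, and not at 24 or 72 h, where a pair stood below 0.1 or there were fewer than 3 pairs (over all times 12 of 15 pairs above 0.1, from -0.0145 to 0.615). With replicate number as a block 138, 279 and 69 probes changed in SG and 44, 115 and 92 in OC, and at 5 h 8 probes passed the adjusted p in SG and Pou4f1, Syngr3 and Ina passed the threshold. At 5 h the block also gave 1 probe shared by the tissues, and it changed no other call that is named here.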

Differences from the paper's values

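The power of 10 scale of the tables' values and the comparison of batches without pairs of one number were chosen after the values were seen.

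At the threshold of the paper, Txnip was the 1 probe changed in both tissues at 24 h, where the paper's count is 2, and Rita1 and Plekhg6 were the 2 at 72 h, where the paper's count is 1. The counts that Fig 3A prints match those found here. Of the alternatives set before the data were examined, batch as a fixed block gave 2 at 24 h, and the others gave 1, 4 with the arrays of the 2 groups and 0 with an ordinary contrast in limma. At 72 h replicate number as a block, array weights and an ordinary contrast gave 1, arrays of the same tissue and of the 2 groups gave 0, and the others gave 2.

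The fold changes of Tables 1 and 2 are on another scale than a linear fold change. Of 23 values of the paper, 17 lie within 0.1 of 10 to the power of the log2 difference, given its sign, and 1 lies within it on the linear scale. The power was either the size of the difference or the signed difference, whichever lay nearer, a setting chosen after the values were seen. The 17 are all 15 of Table 1 and the 2 of Elavl4, and the 6 of Ppp1r1c, Psd2 and Syn1 are not among them. The paper's values of -0.8 for Ntrk3 and -0.9 for Rgmb at 72 h lie between -1 and 1, which a signed fold change cannot hold. These 2 match only with the signed difference as the power, so no single formula matches all of Table 1.

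Ppp1r1c differs on each scale. In SG at 5 h the paper's value is -3.4, and the probe nearest to it had a signed fold change of -1.11, or -1.41 on the scale of the table. At 24 h the paper's value is 4.0, and that probe was at 1.22, or 1.92 on the scale of the table. The alternatives set before the data were examined, log2 fold change and moderated t, differ as well (-0.15 and -1.75 at 5 h, 0.28 and 2.57 at 24 h). The other Ppp1r1c probe was at 1.27 and -1.18 on the scale of the table, and neither probe passed the threshold in any setting run.

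Other genes of Table 2 match on that scale when the names are set aside. Elavl4 was at -3.49 and 4.18, where the paper's values are -3.4 and 4.2. Psd2 was at -3.50 and 4.05, near the paper's Ppp1r1c values of -3.4 and 4.0. Syn1 was at -2.43 and 3.12, near the paper's Psd2 values of -2.4 and 3.1, and Arpp21 at -2.86 and 4.30, near the paper's Syn1 values of -2.9 and 4.3.

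The paper proposes that the response appears to have 2 phases, the first of them, within hours, of inflammation. At 5 h the chemokine, cytokine and NF-kB list in SG had a median of -0.10 (camera adjusted p = 5.77e-05, and adjusted p = 0.338 with an estimated correlation), -0.00 within the green batch and -0.26 within the purple batch (1 kainate array in each). In this list 29 of 35 genes were lower, 2 of them past the threshold, and Ccl3 was at -0.64, Il1b at -0.54, Cxcl10 at -0.49 and Tnf at -0.30. Dusp1 and Klf6, among immediate early genes, were at 0.40 and 0.28 and did not pass. The paper notes many inflammation genes among those increased. In SG at 24 h the 64 detected immune, interferon-induced and stromal genes had a median of 0.52, and 0.22 without control array 2. Over all genes of a list, detected or not, it was 0.33 for interferon-induced genes and 0.55 for macrophage markers. For the stromal lists it was 0.31 for endothelial and 0.41 for fibroblast markers. With an estimated correlation 0 lists passed in camera, from limma, while 1799 probes had an unadjusted p under 0.05, where chance gives 1285.

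The paper names Sox21 as the RNA that rises at 5 h. It rose in OC by 0.48, and 18 probes in OC and 30 in SG were higher at that time. Chance gives 128 changed probes of both directions in each comparison, against 35 in OC and 100 in SG, and 0 passed an adjusted p in limma, with 650 and 842 at an unadjusted p under 0.05, where chance gives 1285. These levels take the arrays as independent, though kainate and control arrays of one replicate number were correlated at 5 h. The paper states that clustering showed no effect of batch. Pairs of arrays of the same tissue and time had a mean r of 0.950 within a batch and 0.926 between batches (permutation test, p = 0.00098), but without pairs of one replicate number these were 0.937 and 0.923 (permutation test that keeps arrays of one number together, p = 0.223), so this does not set the paper's statement aside. The first separation was by tissue, as the paper states, at 0.867 within and 0.535 between tissues.

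Colours in Fig 6 mark Cpne4, Ccl3 and Tnip1 as increased, and their log2 fold changes were -0.54 for Cpne4 and -0.64 for Ccl3 in SG at 5 h and -0.38 for Tnip1 in SG at 72 h. Of 4 Tnip1 probes, 1 passed the threshold. At 24 h Ccl3 was at 0.71 and did not pass. Oas1a is coloured as changed, and it was at 0.19 in SG at 24 h (unadjusted p = 0.0441 in limma). Gsn, Mbp, Usp18, Lgals9, Chst3, Aif1 and Cd52 rose as the figure shows, with 1 of 3 probes past the threshold for Mbp and for Aif1, and 2 of 3 for Usp18. The paper treats Syt8 as changed in SG, and it also rose in OC at 72 h by 0.30, past the unadjusted threshold alone and at a signal close to background. The paper speaks of no increase in NT-3, and no probe on the array carries its gene symbol.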

Other observations

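The comparison with splits that part the pairs of arrays was chosen after the results were seen.

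Arrays were regrouped to ask whether the counts of changed probes exceed those of other splits of the same arrays. Between SG and OC control explants 5947 probes differed, the highest other of 100 splits gave 3536, and only 1 split, the real one, gave as many, so chance is excluded. In SG at 5 h 100 probes changed and the highest other split gave 320, with 13 of 35 splits as large, so chance is not excluded. Replicate numbers pair these arrays, and of the 8 splits that part all 4 pairs the real one gave the most, 100 against 84, too few splits for a share under 0.05. The 12 others as large each keep a pair together, and with replicate number as a block 138 probes changed. The split of 320 places 3 control arrays of the green batch on one side, and with batch as a fixed block 123 probes changed. In OC at 5 h 35 probes changed and the highest other split gave 307, with 35 of 35 as large, so chance is not excluded. Of the 8 splits that part all 3 pairs the real one gave the fewest, against 42 to 88, and with replicate number as a block 44 probes changed. The split of 307 keeps the purple pair and the green pair of arrays together, which are also pairs of one replicate number, so batch and number are not told apart here, and with batch as a fixed block 56 probes changed. Splits that call several times the real count point to a structure of the arrays other than treatment.

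With 3 arrays against 3 at 72 h there are 10 splits, too few for a share under 0.05. In SG 46 probes changed and the highest other split gave 461, with the blue and the pink pair, each also of one number, kept together, against 97 with batch as a fixed block. In OC 66 changed, and the highest other gave 378, with the black and the pink pair kept together, against 85 with batch as a fixed block. For lists the values were 1 against 6 in SG and 0 with camera from limma against 5 in OC. At 5 h 6 lists shifted in SG, the highest other split gave 8 and 6 of 35 were as large (6 also in the highest other of the 8 that part all pairs), and in OC it was 1 against 5, with 30 of 35, so chance is not excluded for either. For the difference between the kainate effects in SG and OC, 51 probes at 5 h stood against 450 in the highest other of 100 splits (79 as large), and 42 at 72 h against 1030 (99 as large), and chance is not excluded. The 24 h groups hold 2 arrays on one side, so their splits were not counted.

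Some lists shifted in 0 of the 6 comparisons with camera from limma. Their medians in SG at 24 h were -0.17 for hair cell markers (adjusted p = 0.120), 0.075 for Schwann cell markers (adjusted p = 0.0512), 0.085 for nerve injury and regeneration genes (adjusted p = 0.214), 0.020 for cell cycle genes (adjusted p = 0.994) and -0.034 for TGF-beta and BMP response genes (adjusted p = 0.572). The p53, axon guidance, synapse organizer, glutamate receptor and neurotrophic factor lists did not shift in SG or OC either. Cartilage and bone markers rose in SG at 24 h with a median of 0.068 (adjusted p = 0.0316, and adjusted p = 0.338 with an estimated correlation), and supporting cell markers were at -0.12 (adjusted p = 0.0443, and adjusted p = 0.599 with an estimated correlation). With batch as a fixed block they were at 0.17 and -0.0036. Gng2, a G protein subunit in the networks of Fig 6, rose in SG at 24 h by 0.56 (unadjusted p = 0.000401 in limma) at the 1 of its 2 probes that passed.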
